# Lysergic acid diethylamide induces increased signalling entropy in rats’ prefrontal cortex

**DOI:** 10.1111/jnc.15534

**Published:** 2021-11-14

**Authors:** Aurora Savino, Charles D. Nichols

## Abstract

Psychedelic drugs are gaining attention from the scientific community as potential new compounds for the treatment of psychiatric diseases such as mood and substance use disorders. The 5‐HT_2A_ receptor has been identified as the main molecular target, and early studies pointed to an effect on the expression of neuroplasticity genes. Analysing RNA‐seq data from the prefrontal cortex of rats chronically treated with lysergic acid diethylamide (LSD), we describe the psychedelic‐induced rewiring of gene co‐expression networks, which become less centralised but more complex, with an overall increase in signalling entropy typical of highly plastic systems. Intriguingly, signalling entropy mirrors, at the molecular level, the increased brain entropy reported through neuroimaging studies in human, suggesting the underlying mechanisms of higher‐order phenomena. Moreover, from the analysis of network topology, we identify potential transcriptional regulators and propose the involvement of different cell types in psychedelics’ activity.

**Abbreviations**
Arnt: aryl hydrocarbon receptor nuclear translocator
BDNF: brain derived neurotrophic factor
CTRL: control
DOI: 1‐(2,5‐dimethoxy‐4‐iodophenyl)‐2‐aminopropane
FDR: false discovery rate
Egr1: early growth response protein 1
GO: gene ontology
LSD: lysergic acid diethylamide
ME: module eigengene
MEG: magnetoencephalography
fMRI: functional magnetic resonance imaging
PCA: principal component analysis
PFC: prefrontal cortex
PTSD: post‐traumatic stress disorder
RPM: reads per million
Tcf4: transcription factor 4
Tet1: ten‐eleven translocation methylcytosine dioxygenase 1
TF: transcription factor
WGCNA: weighted gene co‐expression network analysis

## 1 INTRODUCTION

Psychedelics, such as lysergic acid diethylamide (LSD), psilocybin and the substituted amphetamine 1‐(2,5‐dimethoxy‐4‐iodophenyl)‐2‐aminopropane (DOI), are psychoactive compounds that induce profound acute subjective effects in humans, affecting perception, behaviour, and mood through activation of 5‐HT_2A_ receptors (Nichols, 2004). The alterations in perception and thought processes can be interpreted as transient psychotic‐like states (Nichols, 2016) that resemble symptoms of mental disorders such as schizophrenia (Schmid et al., 2015; Vollenweider et al., 1998). Hence, they have been used to mimic schizophrenia in animal models (Marona‐Lewicka et al., 2011; Martin et al., 2014), similarly to the previously employed NMDA receptor antagonists ketamine and PCP (phencyclidine) (Winship et al., 2019). However, psychedelics have also been recently shown to produce long‐lasting beneficial effects in patients with mood and substance use disorders: several pilot clinical trials have shown that single acute administrations of psilocybin or LSD produce symptoms’ reduction for at least six months (Carhart‐Harris et al., 2016, 2017, 2018; Davis et al., 2020; Griffiths et al., 2016; Santos et al., 2016), contrary to most classical therapeutics for mood disorders (e.g. serotonin reuptake inhibitors), which require weeks to exert their effects. Moreover, single administrations of psilocybin produce long‐lasting changes in personality traits (e.g. higher *openness*) that extend also to healthy subjects (Erritzoe et al., 2018; MacLean et al., 2011). Importantly, these treatments have been proven safe, without subsequent persisting psychosis, drug abuse or any significant impairment in cognitive or physical functioning (Studerus et al., 2011). Nevertheless, in rare instances perceptual alterations can reoccur as “benign flashbacks” (Martinotti et al., 2018), also known as hallucinogen persisting perception disorder.

The molecular target responsible for psychedelics’ behavioural and psychological effects in humans has been identified as the 5‐HT_2A_ receptor (Madsen et al., 2019; Preller et al., 2018; Vollenweider & Preller, 2020). Nevertheless, molecular mechanisms underlying acute changes in brain activity and lasting psychological effects have been less investigated. Neuroplasticity‐related genes and immediate‐early genes have been reported to be over‐expressed upon psychedelics’ administration in rodent models, especially in areas with dense 5‐HT_2A_ receptor expression like the prefrontal cortex (PFC) (Benekareddy et al., 2013; González‐Maeso et al., 2003, 2007; Jefsen et al., 2020; Nichols et al., 2003). These results have been confirmed and expanded through the use of high‐throughput technologies, profiling the whole transcriptome, such as microarrays (Nichols & Sanders‐Bush, 2002, 2004) and, more recently, RNA sequencing (Donovan et al., 2021; Martin et al., 2014; de la Fuente Revenga et al., 2021).

Given their relevance for basic research and the study of schizophrenia, on the one hand, and as promising therapeutic agents for psychiatric disorders on the other, much research effort has been devoted to investigating their mechanisms of action. In particular, most research interest has been focussed on neuroimaging (e.g. magnetoencephalography—MEG—or functional magnetic resonance imaging—fMRI) of subjects during psychedelics’ acute effects, leading to the observation of increased variability of spontaneous brain activity and changes in brain networks’ connectivity (Preller et al., 2018, 2019, 2020). Using these measurements, the entropy (variability or information content) of brain activity has been quantified and shown to increase upon psychedelics (Carhart‐Harris et al., 2014). Interestingly, the acute increase of brain entropy under LSD correlates with changes in personality traits after two weeks (Lebedev et al., 2016). This theory has gained additional support since its first formulation through new measurements (Carhart‐Harris, 2018; Herzog et al., 2020; Lebedev et al., 2016; Schartner et al., 2017).

More generally, entropy is a measure of the number of possible states of a system and can manifest at different levels in signals of various kinds, not only from the brain's electrical activity but also from gene expression. In cell biology, it intuitively quantifies cell plasticity and robustness to perturbations. Indeed, stem cells have been shown to have high transcriptional entropy that decreases across differentiation (Gulati et al., 2020; Teschendorff & Enver, 2017), and tumours, in particular those resistant to drug treatments, display higher entropy than normal tissue (Conforte et al., 2019; Nijman, 2020; Savino et al., 2020). Both systems are highly plastic, able to adapt to the environment and diversify in response to stimuli. However, diversity can also increase with the loss of stable organising principles, correlating with dysfunctions such as ageing (Hernando‐Herraez et al., 2019).

Here, analysing the RNA‐seq data of rats chronically treated with LSD (Martin et al., 2014), we dig deeper into the impact of psychedelics on gene expression. We investigate how gene co‐expression networks reorganise upon LSD and identify Tcf4 (Transcription factor 4) as a potential player in network regulation. Moreover, we find differences in network topology for microenvironmental or neuronal networks, suggesting that both cell compartments might be involved in the long‐term effects of repeated LSD administration. Finally, we observe that the increase in brain entropy after a single dose of the drug is paralleled by increased transcriptional entropy, which declines after a few days in the absence of a new intake. Repeated drug administration results in a sustained increase in transcriptional entropy, lasting at least a few weeks after discontinuation of the drug. Moreover, we identify epigenetic factors that might be responsible for these lasting effects, and the potential involvement of alternative splicing patterns and transposable elements’ activation in the overall activity of psychedelics.

## 2 MATERIALS AND METHODS

### 2.1 Data collection and pre‐processing

#### 2.1.1 RNA‐seq data of rats chronically treated with LSD

Drug treatment and tissue collection for the chronic LSD cohort were described previously (Martin et al., 2014). Briefly, male Sprague‐Dawley rats (8–10 weeks of age; 180–200 g) were divided into two groups: saline control, and LSD treated. LSD‐treated animals were injected (i.p.) with 0.16 mg/kg of LSD tartrate every other day for 90 days. Saline‐treated animals were injected with sterile saline every other day for 90 days on the same day as LSD‐treated animals. 28 days after the final treatment, rats were decapitated without anaesthesia, brains rapidly removed, quickly frozen on dry ice, and stored at −80°C until dissection. The mPFC from one hemisphere was dissected from frozen brain and processed for mRNA, protein, and gDNA using the Norgen All‐In‐One kit. The purified RNA was then sent for library prep and sequencing by the Genome Sciences Resource core at Vanderbilt University as described in Martin et al., 2014. Raw sequence data were reanalysed in this study.

Reads were trimmed and quality checked with TrimGalore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), aligned to the Rattus norvegicus genome (rn6) with Hisat2 (Kim et al., 2019), and counts obtained with HTSeq‐count (Anders et al., 2015). The resulting processed data were RPM (reads per million) normalised and only genes with at least 5 reads in at least 10 samples were retained for further analyses.

Data have been deposited to the Gene Expression Omnibus (GSE179379).

#### 2.1.2 Microarray data of rats after 90 min of LSD treatment

Experimental setting and data collection are described in Nichols & Sanders‐Bush, 2004. Raw data were normalised with the rma function from the Affy package (Gautier et al., 2004). Probes were mapped to gene symbols with the GPL85 annotation from Gene Expression Omnibus.

Data have been deposited to the Gene Expression Omnibus (GSE179378). RNA‐seq and microarray data are part of the same SuperSeries (GSE179380).

#### 2.1.3 RNA‐seq of mice's cortical neurons upon treatment with DOI

Counts were downloaded from Gene Expression Omnibus (GSE161626). Technical replicates were averaged and then normalised and log transformed similarly to rats’ PFC data.

Splicing junctions were quantified with SGSeq (Goldstein et al., 2016). Transposable elements were quantified with TEtranscripts (Jin et al., 2015), after aligning the reads with Hisat2 allowing reporting up to 1000 mapping sites per read.

### 2.2 Subsampling

Subsampling was performed by randomly selecting 10 million reads from the original fastq files, and repeating the pre‐processing, as described above.

### 2.3 Differential expression and functional enrichment

Differential gene expression was performed with DESeq2 (Love et al., 2014) on count data. Gene Ontology enrichment was calculated with the enrichGO function from the clusterProfiler package (Yu et al., 2012), using “Biological Process” or “Molecular Function” GO categories and default parameters. For modules’ enrichment, all genes belonging to a module different from the “grey” (unconnected) module were used as background.

Transcription Factors (TFs) were defined based on the Gene Ontology category GO0003700, downloaded from Biomart (https://www.ensembl.org/biomart/).

Targets of each TF were obtained from the ChEA database, and downloaded from https://maayanlab.cloud/Enrichr/#stats (ChEA_2016).

An exploratory enrichment analysis of differentially spliced genes has been performed with Enrichr (https://maayanlab.cloud/Enrichr/). The Wikipathway gene lists has been downloaded from https://maayanlab.cloud/Enrichr/#stats (Wikipathway_2021_Human) and used for testing the enrichment of significantly differentially spliced genes.

The GSEA analysis of genes with the highest entropy change was performed with the fgsea (Korotkevich et al., 2021) and msigdbr packages (https://CRAN.R‐project.org/package=msigdbr), using the category “C5” (comprising GO categories).

### 2.4 Co‐expression networks

The co‐expression network was obtained with the blockwiseModules function from the WGCNA package (Langfelder & Horvath, 2008), setting the parameters networkType and TOMtype to “signed”, and beta = 12.

The module eigengene (ME) was calculated with the function moduleEigengenes, and weighted degree within each module (kWithin) was calculated with the function intramodularConnectivity.fromExpr, setting networkType=”signed” and power = 12.

Differential activity of modules was tested comparing ME between treatment groups with the Wilcoxon test, and then correcting for multiple testing and obtaining false discovery rates for each module.

Connectivity represents genes’ weighted degree, with weights based on the adjacency matrix, either across the whole network or considering only a module's genes. The connectivity in a specific condition was obtained by calculating the adjacency using only samples belonging to that group.

Module eigengene in different datasets was obtained as the projection of samples on the first principal component of a PCA (principal component analysis, function prcomp) performed on rats’ PFC data using only the genes of the chosen module.

### 2.5 Signalling entropy

Signalling entropy was calculated with the SCENT R package (Teschendorff & Enver, 2017), either using the provided PPI network or the co‐expression network built in this work. Input data (RNA‐seq) were log transformed with an offset of 1.1.

### 2.6 Between‐sample entropy

Between‐sample entropy was obtained as 1‐correlation, with the correlation obtained from pairwise Pearson's correlation between samples using gene expression profiles or splicing junction usage profiles.

### 2.7 Gene mapping

ID mapping and orthologs identification was performed with the biomaRt R package (Durinck et al., 2009). In case of multiple IDs mapping to the same symbol, the ID with the highest average expression across all dataset's values was chosen.

### 2.8 Statistical analyses

All statistical analyses were performed with R 4.0.4 (R Core Team, 2018).

Packages used for plotting are R base graphics, ggplot2 (Valero‐Mora, 2010) and ggsignif (https://CRAN.R‐project.org/package=ggsignif), and pheatmap (https://CRAN.R‐project.org/package=pheatmap).

Groups’ means were compared with the Wilcoxon rank sum test, while correlations’ statistical significance was calculated with the cor.test function. Only tests passing the threshold FDR <0.05 (false discovery rate) are shown. Non‐parametric tests were employed given the limited sample size, hence no assessment of data normality was needed. No tests for outliers were performed and all collected data were used.

Given that data had already been collected, no specific analysis to predetermine the sample size was performed. Nevertheless, the primary data here employed comprised 10 samples per group, highly exceeding previous similar studies (Nichols & Sanders‐Bush, 2004).

No randomisation or blinding procedures were applied in this study.

We confirm that institutional ethical approval was not required for this study.

The study was not pre‐registered.

A preprint of this work was posted on Biorxiv (doi: https://doi.org/10.1101/2021.06.23.449556).

## 3 RESULTS

### 3.1 Chronic LSD exposure has a long‐term effect on the epigenetic machinery

We made use of the previously described system of rats chronically treated with LSD, which show persistent altered locomotor activity and social interactions long after drug discontinuation (Marona‐Lewicka et al., 2011) and have hence been proposed as a rat model system for the study of schizophrenia. RNA‐seq data on the mPFC (medial prefrontal cortex) of these rats four weeks after cessation of the drug showed persisting transcriptional effects and enrichment for differential regulation of schizophrenia‐related genes (Martin et al., 2014).

We further pursued the investigation of these high depth RNA‐seq data to study the rearrangements of gene co‐expression networks in response to prolonged, repeated LSD administration.

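The data analysed here are the reads counted on each gene in the mPFC of 10 LSD-treated and 10 saline-treated male rats, with 1 library per rat. LSD tartrate was injected at 0.16 mg/kg over 90 days. The paper's methods place the dissection 28 days after the final injection and its Discussion places it months after the drug was stopped, whereas the sample labels give 3 weeks, and the rats' age is 8 to 10 weeks in the methods and 6 to 8 weeks in the labels. Both groups carry the same entries, so these differences do not separate LSD from saline. The authors trimmed the reads with TrimGalore, aligned them to the rn6 genome with Hisat2, counted them with HTSeq-count and deposited the raw counts without normalisation. The deposited matrix lists 31038 genes by symbol, 5839 of them without any read, and ends with 5 unnamed rows. This is the number of summary counters that HTSeq-count appends, and these rows were left out of the gene counts. Reads on genes ranged from 16346629 to 25552681 in LSD-treated rats (median 20271086) and from 11098076 to 24201351 in controls (median 16815424), and the libraries of the LSD-treated rats were larger (exact two-sided Wilcoxon rank sum test, p = 0.0147, n = 10 rats per group). The filter of at least 5 reads in at least 10 samples kept 16605 genes. The rats of each group are numbered from 1 to 10, and the paper's text does not say whether rats with the same number were handled together. Expression profiles, centred within each group, correlated with a mean r of 0.143 between rats with the same number and -0.0153 between rats with different numbers. Comparisons were therefore also made with the replicate number as a block.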

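Expression was compared between LSD-treated rats and controls with edgeR's quasi-likelihood test on TMM-normalised counts, and p-values were adjusted by the Benjamini-Hochberg method over the genes that passed the filter. In total, 1076 genes were up-regulated and 1418 were down-regulated by LSD with an adjusted p-value under 0.05, so that 56.9% of them were lower. With the replicate number as a block, 1355 genes were up-regulated and 1606 down-regulated, and 2292 of these genes were also called without the block. Scaling by total counts alone gave 1504 up-regulated and 858 down-regulated genes, with 36.3% lower. Without the filter on low counts, 960 genes were up-regulated and 836 down-regulated, with 46.5% lower. DESeq2 called 1340 up-regulated and 1717 down-regulated genes, which include 1332 of the 1349 up-regulated and 1710 of the 1723 down-regulated genes that the paper lists in Table S1. With each rat left out in turn, between 659 and 1681 genes were up-regulated and between 907 and 1867 down-regulated. The log2 fold change rose with the genomic span of a gene in the GRCr8 annotation (Spearman's rho = 0.36 across the 14929 genes with a known span, which are not independent replicates). After a correction of each rat's counts for gene span, chosen after the data were seen, rho was 0.0197 and 410 genes were up-regulated and 1254 down-regulated, with 75.4% lower. The correction was fitted over the rats of both groups, so it also removes any effect of LSD that goes with span. The fall of rho was thus fixed in advance, and a call lost after the correction is not shown to lack an effect of LSD. The offsets of the correction include each rat's shift over all genes, which TMM also removes, and they moved the median log2 fold change to -0.04. With offsets centred in each rat, also chosen after the data were seen, this median was -0.01, and 558 genes were up-regulated and 1107 down-regulated, with 66.5% lower. *Bdnf* had 21.8 ± 4.13 TMM-normalised RPM (SD, n = 10) in LSD-treated rats and 15.8 ± 1.65 (SD, n = 10) in controls, from 172 to 735 reads per rat. Its log2 fold change was 0.46 (standard error 0.098, adjusted p = 0.00688 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 9 of the 10 LSD-treated rats were above the median of the controls. The log2 fold change of *Bdnf* was 0.44 with the replicate block (adjusted p = 0.00572) and 0.37 after the span correction (adjusted p = 0.0168), or 0.40 with centred offsets (adjusted p = 0.0141, all from the same test), and it stayed between 0.41 and 0.52 with each rat left out. The up-regulated genes with the smallest p-values were *Ankrd12*, *Pnmal1*, *Nr1d2*, *Zfp644* and *Tsga10*, with log2 fold changes from 0.29 to 0.53. Those among the down-regulated genes were *Bok*, *Ccm2*, *Atp5l*, *Dpf1* and *Vegfb*, with log2 fold changes from -0.51 to -0.34.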

First, from the analysis of differentially expressed genes (Table S1), we observed increased expression of genes related to neuroplasticity and neurotransmission, confirming previous reports of *bdnf* (brain derived neurotrophic factor) up‐regulation and of increased dendritogenesis upon psychedelics treatment (Ly et al., 2018). Indeed, “dendrite development” is amongst the top significantly enriched Gene Ontology (GO) categories for up‐regulated genes (Table S2). 

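Table S2 lists 55 genes under this category, and all 55 had a positive log2 fold change here, with a median of 0.30 and a range from 0.15 to 0.64. Of these, 46 passed the threshold with edgeR, 18 after the span correction and 22 after it with centred offsets. The genes have a median span of 169559 bases, and they are the paper's own calls on these data, so that their direction is not an independent test. A list of 67 genes of plasticity and neurotransmission, fixed by symbol before the counts were opened, held 21 up-regulated and 1 down-regulated gene. Their mean expression, as log2(normalised RPM + 1), was 7.33 ± 0.11 (SD, n = 10) in LSD-treated rats and 7.18 ± 0.16 (SD, n = 10) in controls. This difference of 0.15 had an adjusted p of 0.115 over the 8 gene families examined (exact two-sided Wilcoxon rank sum test), and 8 of the 10 LSD-treated rats were above the median of the controls. The adjusted p was 0.0313 with the replicate block (exact sign-flip test on the 10 pairs of rats with the same number, 9 of them higher in LSD). Scaling by total counts raised the difference to 0.20 (adjusted p = 0.0139, exact rank sum test) as it shifted all genes upwards, from a median log2 fold change of 0.00 to 0.05, and after the span correction it was 0.06 (adjusted p = 0.436), or 0.08 with centred offsets (adjusted p = 0.435).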

Also, we found significant enrichment for circadian rhythm genes, possibly underlying the alteration of sleep cycles (Barbanoj et al., 2008). 

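All 42 genes that Table S2 lists under circadian rhythm were higher in LSD-treated rats, with a median log2 fold change of 0.29, and 33 of them passed the threshold here, of which the span correction left 16, or 22 with centred offsets. Their common direction was fixed in advance, since the table lists genes that the paper called up-regulated on these data. Of a separate list of clock genes, 25 were expressed, and 6 were up-regulated and none down-regulated. Their mean expression was 6.13 ± 0.04 (SD, n = 10) in LSD-treated rats and 6.02 ± 0.07 (SD, n = 10) in controls on the log2 scale, higher by 0.11 (adjusted p = 0.00104, exact two-sided rank sum test), and all 10 LSD-treated rats were above the median of the controls. The adjusted p was 0.0156 with the replicate block (exact sign-flip test). The difference was 0.06 after the span correction (adjusted p = 0.381) but 0.09 after it with centred offsets (adjusted p = 0.00260, exact rank sum tests), and limma's camera test of this family against all other genes gave an adjusted p of 0.430. *Per2* had a log2 fold change of 0.34 (adjusted p = 0.0235), *Per3* of 0.28 (adjusted p = 0.0155) and *Nr1d2* of 0.38 (adjusted p = 0.00357), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. After the span correction, these values were 0.26 for *Per2* (adjusted p = 0.10), 0.21 for *Per3* (adjusted p = 0.0875) and 0.35 for *Nr1d2* (adjusted p = 0.00383), and with the replicate block as well 0.29 (adjusted p = 0.0274), 0.22 (adjusted p = 0.0840) and 0.35 (adjusted p = 0.00299). Centred offsets gave 0.30 for *Per2* (adjusted p = 0.0476) and 0.24 for *Per3* (adjusted p = 0.0363), and with the block 0.32 (adjusted p = 0.0173) and 0.25 (adjusted p = 0.0504). *Per1*, *Clock*, *Arntl*, *Nr1d1* and *Dbp* did not pass the threshold, with log2 fold changes from -0.17 to 0.29 and adjusted p-values from 0.134 to 0.401 in the same test. The span correction brought *Arntl* past it, with a log2 fold change of -0.29 (adjusted p = 0.0254), or -0.26 with centred offsets (adjusted p = 0.0291), and centred offsets with the block also brought *Per1* (0.34, adjusted p = 0.0493) and *Dbp* (0.23, adjusted p = 0.0304) past it.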

Interestingly, “covalent chromatin modification” and “histone modification” showed strong enrichment for up‐regulated genes, among which we found *Tet1* (Ten‐eleven translocation methylcytosine dioxygenase 1), involved in the erasure of DNA methylation (Wu & Zhang, 2017). This indicates that repeated psychedelics’ administration affects the epigenetic machinery, thus suggesting a mechanism for their long‐term effects. 

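*Tet1* had 2.69 ± 0.337 normalised RPM (SD, n = 10) in LSD-treated rats and 1.77 ± 0.628 (SD, n = 10) in controls, with 11 to 88 reads per rat. Its log2 fold change was 0.58 (standard error 0.16, adjusted p = 0.0207 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 10 LSD-treated rats were above the median of the controls. With the replicate block, *Tet1* had a log2 fold change of 0.63 (adjusted p = 0.0132), and after the span correction of 0.48 (adjusted p = 0.0416), or 0.51 with centred offsets (adjusted p = 0.0347). Of the 68 genes that Table S2 lists under covalent chromatin modification, 55 passed the threshold here and 24 after the span correction, and of the 66 under histone modification, 53 and 24 did, and centred offsets left 29 of each. These genes, too, are the paper's own calls on the same data. Among 91 expressed chromatin modifiers chosen by symbol, 11 were up-regulated and 6 down-regulated. Their mean log2 expression was 5.18 ± 0.03 (SD, n = 10) in LSD-treated rats and 5.13 ± 0.07 (SD, n = 10) in controls, a difference of 0.05 that did not pass the threshold (adjusted p = 0.126, exact two-sided rank sum test), with 9 of the 10 LSD-treated rats above the median of the controls. The replicate block gave an adjusted p of 0.122 (exact sign-flip test). This difference was 0.10 with scaling by total counts, which raised the median log2 fold change of all genes by a similar amount to 0.05 (adjusted p = 0.00836, exact rank sum test), and reversed to -0.02 after the span correction (adjusted p = 0.436), but not with centred offsets (0.01, adjusted p = 0.912).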

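The nuclear genes of the respiratory chain complexes and ATP synthase, 81 of which were expressed, held 26 down-regulated genes and no up-regulated gene, and 67 of the 81 had a negative log2 fold change. The mean log2 expression of these 81 genes was 5.99 ± 0.10 (SD, n = 10) in LSD-treated rats and 6.12 ± 0.16 (SD, n = 10) in controls. The difference of -0.13 did not pass the threshold (adjusted p = 0.143, exact two-sided rank sum test; 0.122 with the replicate block in the exact sign-flip test), and 3 of the 10 LSD-treated rats were above the median of the controls. It was -0.08 with scaling by total counts (adjusted p = 0.229) and -0.10 after the span correction (adjusted p = 0.381), or -0.07 with centred offsets (adjusted p = 0.435, exact rank sum tests). The 25 genes listed under oxidative phosphorylation in Table S3, which are the paper's down-regulated calls on these data and so lower by selection, were all lower, with a median log2 fold change of -0.24, and 21 of them passed the threshold in the edgeR comparison, 16 after the span correction and 14 after it with centred offsets. They are short, with a median span of 6722 bases. *Atp5l*, a subunit of ATP synthase, had a log2 fold change of -0.51 (standard error 0.077, adjusted p = 0.00280 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The cytosolic ribosomal proteins held 20 down-regulated genes of 80, and their mean log2 expression was 5.23 ± 0.15 (SD, n = 10) in LSD-treated rats and 5.33 ± 0.20 (SD, n = 10) in controls (adjusted p = 0.330, exact rank sum test; 0.227 with the replicate block, exact sign-flip test).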

Down‐regulated genes were found to be primarily involved in oxidative phosphorylation (Table S3).

We then built gene co‐expression networks to investigate potential regulatory relationships between genes and their changes upon treatment. We applied the widely used WGCNA algorithm (Weighted Gene Co‐expression Network Analysis) (Zhang & Horvath, 2005) and identified eighteen clusters of genes (modules, Table S4), six of which show differential activity between LSD and Ctrl (control) conditions (Figure 1), as quantified through the module eigengene (ME), an ideal meta‐gene representing the whole module's expression. 

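The signed network was rebuilt from log2(RPM + 1) of the filtered genes in all 20 rats, with power 12 and the topological overlap, by a re-implementation of the steps that the methods name. It gave 17 modules of 47 to 3720 genes, which held 15479 genes in all and are numbered here by size. Module eigengenes of 6 modules differed between LSD and Ctrl with an adjusted p under 0.05 over the 17 modules (exact two-sided Wilcoxon rank sum test), and with the replicate block 5 modules did (exact sign-flip test). Module 4, with 1362 genes, had a mean eigengene of 0.168 ± 0.0838 (SD, n = 10) in LSD-treated rats and -0.168 ± 0.203 (SD, n = 10) in controls (adjusted p = 0.00129, exact rank sum test). Modules 1, 8 and 10 were also higher in LSD-treated rats, with adjusted p-values of 0.0304, 0.00595 and 0.0165, and modules 3 and 5 were lower, with 0.00175 and 0.0326. With the replicate block, module 10 (adjusted p = 0.141) and module 5 (adjusted p = 0.0830) did not pass the threshold, and module 12 did (adjusted p = 0.0199, exact sign-flip tests). The number of differential modules moved most with a merge height of 0.25, which left 11 modules and 3 differential ones, and it was between 4 and 6 with each rat left out.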

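Gene families fixed by symbol stood in for Gene Ontology categories, and a one-sided Fisher's exact test took all genes assigned to a module as its background. The lists of synaptic vesicle genes, cell adhesion genes, and small GTPases and G alpha subunits were written after the counts had been opened and before the modules were built. Among the modules higher in LSD-treated rats, module 4 held 17 of the 89 chromatin modifiers assigned to modules (7.83 by chance, adjusted p = 0.0205 over all pairs of module and family), 8 of 22 clock genes (1.94 by chance, adjusted p = 0.00489) and 27 of 147 cell adhesion genes (12.9 by chance, adjusted p = 0.00264). Module 8, with 902 genes, held 14 of 109 synaptic vesicle genes (6.35 by chance, adjusted p = 0.0425), 21 of the 147 cell adhesion genes (8.57 by chance, adjusted p = 0.00191), 15 of 67 genes of plasticity and neurotransmission (3.90 by chance, adjusted p = 0.000126) and 13 chromatin modifiers (adjusted p = 0.0206). Module 10, with 595 genes, held 28 cell adhesion genes (5.65 by chance, adjusted p = 5.48e-11) and 9 of 84 extracellular matrix genes (3.23 by chance, adjusted p = 0.0457). Module 1 held 50 of 122 splicing factors (29.3 by chance, adjusted p = 0.000454). Modules whose eigengene did not differ were enriched as well: module 9 held 15 cell adhesion genes (5.96 by chance, adjusted p = 0.0117), and module 17, with 47 genes, held 9 genes of plasticity and neurotransmission (0.203 by chance, adjusted p = 1.37e-11).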

Modules higher in LSD‐treated rats are enriched for regulation of chromatin organisation, vesicle‐mediated transport in synapse, and cell‐cell adhesion (Table S5), indicating that our observations on differentially expressed GO categories are robust and independent of the analysis method. 

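Of the modules lower in LSD-treated rats, module 3, with 1749 genes, held 33 of the 140 small GTPases and G alpha subunits assigned to modules (15.8 by chance, adjusted p = 0.000485, one-sided Fisher's exact test). Module 5, with 1115 genes, held 22 of 77 cytosolic ribosomal proteins (5.55 by chance, adjusted p = 3.53e-07), 34 of 79 genes of oxidative phosphorylation (5.69 by chance, adjusted p = 5.93e-17) and 20 small GTPases and G alpha subunits (10.1 by chance, adjusted p = 0.0258). Module 2, whose eigengene did not differ (adjusted p = 0.898, exact rank sum test), held more of the ribosomal proteins, 45 of 77 (12.4 by chance, adjusted p = 1.29e-15), and 28 of the genes of oxidative phosphorylation (12.7 by chance, adjusted p = 0.000424).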

Although modules down‐regulated upon treatment do not show significant enrichment for GO biological processes, they include genes with molecular functions such as GTP‐binding, hydrolase activity, and structural constituents of ribosomes (Table S6). However, it is important to note that these are not the only enriched categories for each module (Tables S5 and S6), and labels assigned based on the most significantly enriched GO categories should not be interpreted strictly to exclude other categories.

**FIGURE 1:**
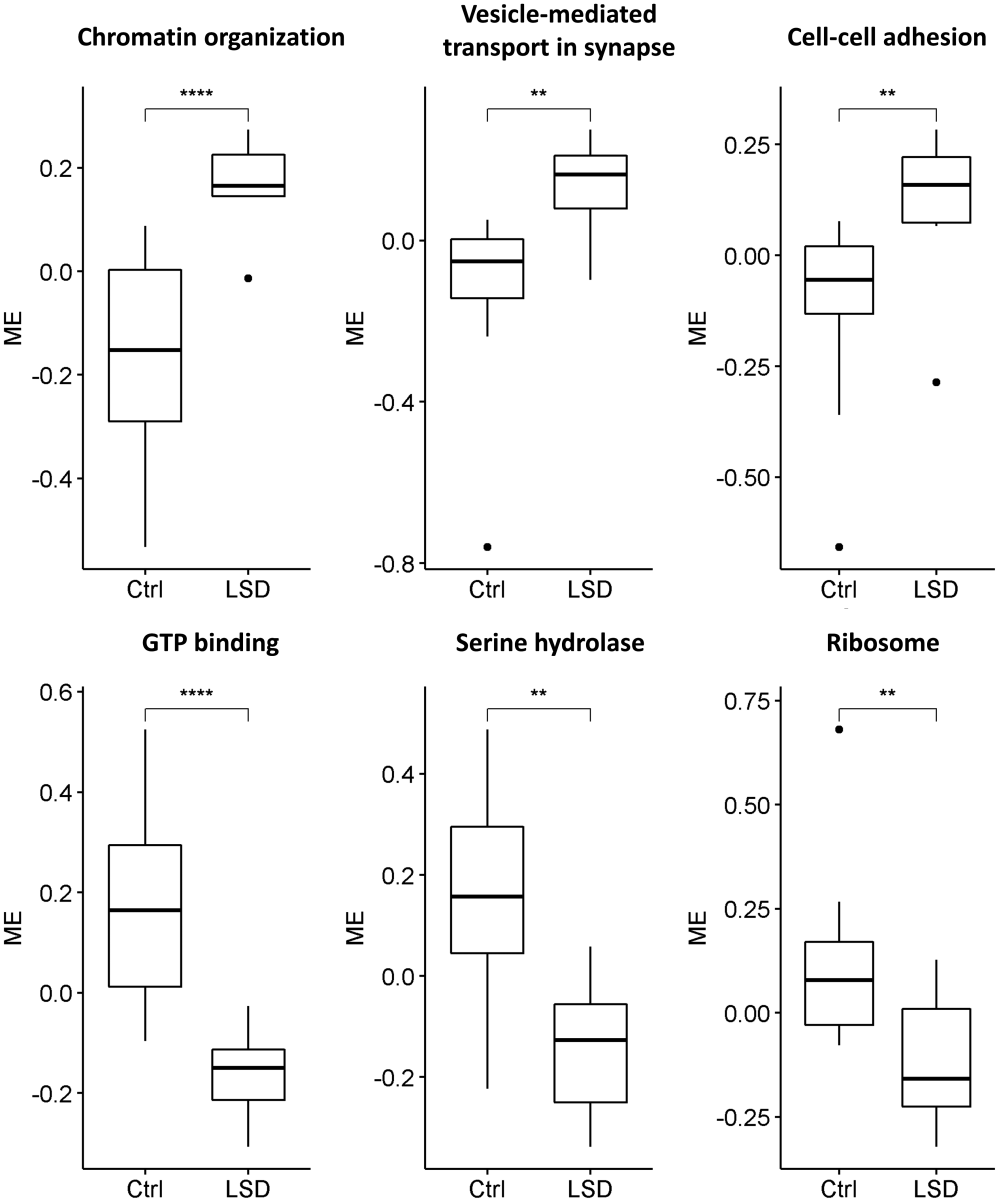
LSD‐regulated co‐expression modules. Three modules, enriched for the GO categories “chromatin organisation”, “vesicle‐mediated transport in synapse” and “cell‐cell adhesion”, respectively, are more active in LSD‐treated rats than in controls, while the three modules enriched for the molecular functions “GTP‐binding”, “serine hydrolase” and “ribosome” are less active in the LSD condition. Activity is quantified through the module eigengene (ME), the projection of samples on the first principal component obtained using the genes of the module. *N* = 10, number of rats per treatment group. Significance is obtained with the Wilcoxon rank sum test. *0.05, **0.01, ***0.001, ****0.0001

Using the network's topological features, we looked for potential regulators of the LSD modules. Indeed, genes centrally located within the network and displaying many connections (hubs) have been reported to be crucial for the system's maintenance (Jeong et al., 2001; Pržulj et al., 2004). Hence, we selected genes amongst the first 10 central transcription factors (TFs) in each module and tested whether there is independent evidence of their regulatory activity on the same module's genes using the ChEA database (Lachmann et al., 2010). With these criteria, we identified Tcf4 as a potential regulator of the “Vesicle transport” module (false discovery rate for each of the three available gene sets <3*10^−4^), and Arnt (Aryl hydrocarbon receptor nuclear translocator) as a potential regulator of the “Cell‐cell adhesion” module (false discovery rate = 0.0009), but no other genes passed these stringent filters.

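In the rebuilt network, *Tcf4* lies in module 8, which holds more synaptic vesicle genes than chance gives, and ranks 115 of its 902 genes by intramodular connectivity. *Arnt* lies in module 10, which is enriched for cell adhesion genes, and ranks 295 of 595. Both ranks are among all genes of the module. The paper chose among the most central transcription factors of each module, and a rank among transcription factors was not computed here, so these ranks do not test its choice. *Tcf4* had 88.2 ± 11.8 normalised RPM (SD, n = 10) in LSD-treated rats and 78.9 ± 10.3 (SD, n = 10) in controls, with a log2 fold change of 0.16 that did not pass the threshold (adjusted p = 0.197, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *Tcf4*, the log2 fold change was 0.16 with the replicate block (adjusted p = 0.1351), 0.25 with 1 surrogate variable as a covariate (adjusted p = 0.0165) and 0.00 after the span correction (adjusted p = 0.983), or 0.03 with centred offsets (adjusted p = 0.783), in the same test. *Arnt* had 17.7 ± 1.13 normalised RPM (SD, n = 10) and 17.9 ± 2.90 (SD, n = 10), a log2 fold change of -0.01 (adjusted p = 0.946), and with the replicate block it was 0.00 (adjusted p = 0.9946). The genes with the highest intramodular connectivity were *Tnks* in module 8, with a log2 fold change of 0.33 (adjusted p = 0.0278), and *Dync1h1* in module 10, with 0.36 (adjusted p = 0.254), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. After the span correction *Tnks* did not pass the threshold, with a log2 fold change of 0.21 (adjusted p = 0.120), nor with centred offsets (0.24, adjusted p = 0.0542), though it did with centred offsets and the block (0.25, adjusted p = 0.0328). The ChEA gene sets were not used here.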

### 3.2 Transcriptional entropy increases with LSD treatment

We investigated the signalling variability of gene networks by measuring transcriptional entropy. As mentioned in the introduction, transcriptional entropy has been paradoxically associated with both plasticity and ageing. Nevertheless, different measures have been used between the two contexts: in the first, entropy is quantified from the number of signalling paths in a protein‐protein interaction network or from the number of expressed genes in each sample (Gulati et al., 2020; Teschendorff & Enver, 2017), whereas in the second, differences between samples have been used as a metric to define entropy (Hernando‐Herraez et al., 2019). To distinguish these scenarios, we named these two kinds of entropies as “signalling” and “between‐sample” entropy, schematically described in Figure 2.

**FIGURE 2:**
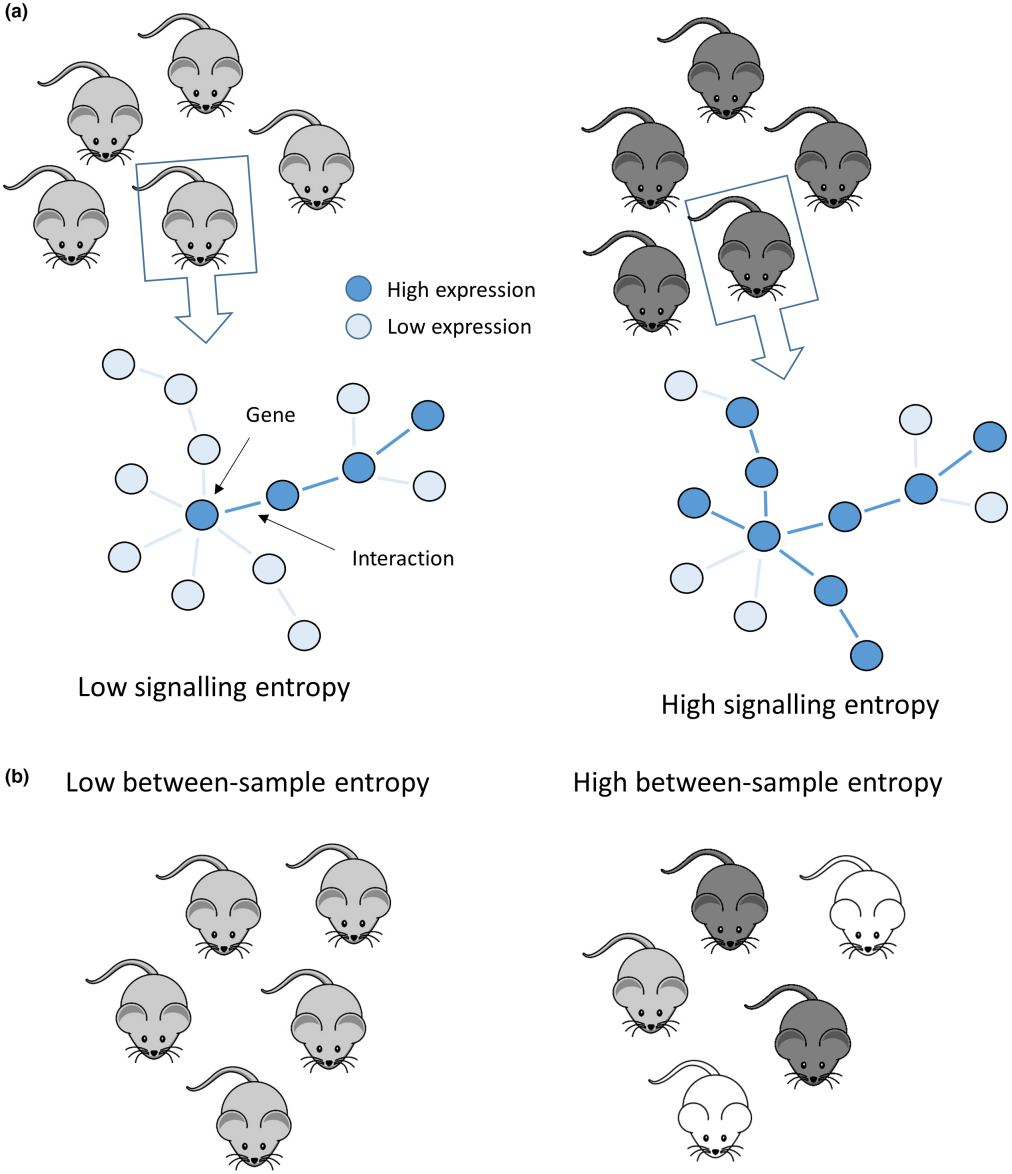
Schematic representation of signalling and between‐sample entropies. (a) Within each subject, a gene‐interaction network is obtained and the number of possible paths from each node is calculated based on gene expression levels. A few paths correspond to low entropy, while many paths correspond to high entropy. Hence, for each subject, a gene‐level entropy measure is obtained and then summarised as the overall subject specific signalling entropy. (b) Between‐sample entropy is defined as the variability between different subjects in a group. Hence, homogenous groups have low entropy, while diversified groups have high entropy

The first type of entropy is particularly interesting in this context. Networks with high signalling entropy have many active (expressed) nodes, which are available for interactions with their first neighbours in the network. In a multi‐cellular sample such as the whole mPFC, the genes that contribute to network complexity could derive from any of the sampled cells. Hence, many expressed genes might indicate: (1) a high cell‐type diversification (each cell with its type‐specific genes); (2) the existence of many functional states of the same cell type (with distinct gene expression); (3) a homogenous population of cells, with individual cells expressing many genes. For each of these possibilities, nodes with many connections are not expected to interact simultaneously with all their neighbours but to interact with one or a few in a specific timeframe or spatial location, taking part in different pathways in different instances. Hence, from the molecular point of view, a highly entropic network can be thought of as a network with many different potential states, which can be found simultaneously across distinct cell types or in different times/spatial locations of the same cell.

On the other side, between‐sample entropy considers the variability across subjects instead of quantifying gene interactions variability. This means that treatments leading to unpredictable effects on different subjects increase between‐sample entropy.

To ensure the robustness of our observations, we measured signalling entropy based on both protein‐protein interaction (PPI) networks, as in the originally published method (Teschendorff & Enver, 2017), or on our co‐expression network. Moreover, as additional measures of within‐sample variability or information content, we quantified the number of splicing junctions used in each sample and the proportion of reads mapped to transposable elements. With all metrics, we found a significant increase in the transcriptional complexity of the PFC of rats chronically treated with LSD with respect to saline controls, even after a withdrawal period of four weeks (Figure 3a–d). 

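Of these metrics, the signalling entropy based on the co-expression network was recomputed, and the PPI network, splicing junctions and transposable elements were not analysed here. Each rat's entropy rate was obtained after SCENT's formula from log2(RPM + 1.1) on the weighted network of all 20 rats, relative to the logarithm of the largest eigenvalue of the network, so that it can exceed 1. It was 1.2075 ± 0.0023 (SD, n = 10) in LSD-treated rats and 1.2045 ± 0.0035 (SD, n = 10) in controls. The difference of 0.00291 is smaller than the SD among the controls, and 9 of the 10 LSD-treated rats were above the median of the controls (exact two-sided Wilcoxon rank sum test, p = 0.0433). Of the 10 pairs of rats with the same number, 9 were higher in LSD (replicate block, exact sign-flip test, p = 0.00977). TMM-normalised RPM, with the network rebuilt from them, moved the result most, to a difference of 0.000329 (p = 0.280, exact rank sum test). This smaller difference passed the threshold with the replicate block, added after the data were seen (p = 0.0410, exact sign-flip test). In the main setting, the difference stayed positive with each rat left out, between 0.00243 and 0.00359, with p from 0.0101 to 0.0789 in exact rank sum tests. The paper states an increase over controls for all of its metrics, of which this is 1.

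**Figure D1:**
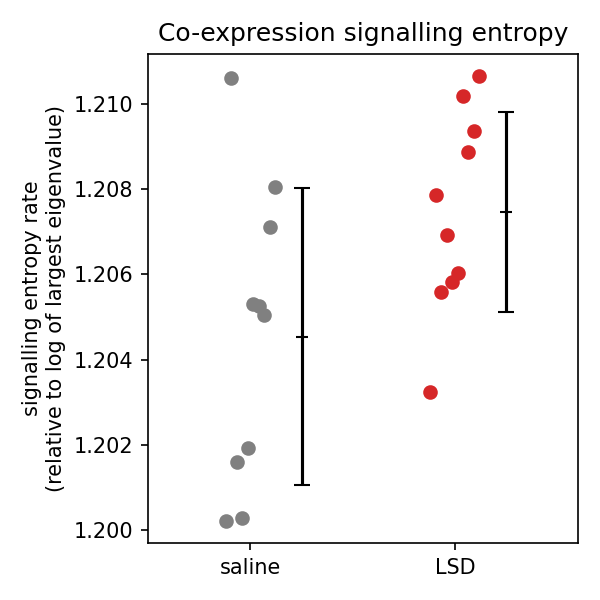
Entropy rate of each rat on the co-expression network, without units, for the LSD-treated rats and the saline controls. Points are single rats, ordered from left to right by replicate number within each group, and bars give the mean and SD; LSD-treated rats lie between 1.2033 and 1.2107 and controls between 1.2002 and 1.2106.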

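Reads were drawn at random, without replacement, from the counts of each rat down to the smallest total, 11098076 reads on genes. At this depth the entropy rate on the co-expression network differed by 0.00288 between LSD-treated rats and controls (exact two-sided rank sum test, p = 0.0433). Such a draw equalises the number of reads, but not other properties of the libraries that may go with their size. The number of genes with at least 1 read was 19323.5 ± 195 (SD, n = 10) in LSD-treated rats and 19164.9 ± 183 (SD, n = 10) in controls, a difference of 158.6 genes within the spread of the groups (p = 0.105, exact rank sum test). The same difference had p = 0.00586 with the replicate block (exact sign-flip test), and 9 of the 10 pairs with the same number were higher in LSD. Counting only genes with at least 5 reads gave a difference of 121.6 genes (p = 0.0851), and within the 16605 filtered genes it was 17.6 (p = 0.0449, exact rank sum tests).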

Of note, none of these measures is influenced by sequencing depth since differences are retained also by randomly sampling the data to have the same number of reads in each sample (Figure S1). On the contrary, we observed a decrease in between‐sample entropy, revealed by the lower samples’ divergence in the LSD condition at the gene expression and splicing usage levels (Figure 3e–f). 

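Divergence was computed as 1 - Pearson's r of log2(RPM + 1) for the 45 pairs of rats in each group. It had a mean of 0.00713 and a range from 0.00365 to 0.0146 in LSD-treated rats, and a mean of 0.00986 and a range from 0.00416 to 0.0187 in controls. Pairs that share a rat are not independent, so the difference of means, -0.00272, was tested by exchanging the group labels of the rats. An exact two-sided permutation test over all 184756 splits of the 20 rats gave p = 0.130. An offset of 0.1 in place of 1 gave p = 0.0617, and at equal depth p was 0.209 (both exact permutation tests). With each rat left out in turn, the difference was between -0.00330 and -0.00197, with p from 0.0568 without LSD rat 3 to 0.278 without saline rat 2 (exact permutation tests). In 9 of the 10 pairs of rats with the same number, the LSD-treated rat was closer to its own group than the control was, and an exact test that exchanges labels within these pairs, chosen after the data were seen, gave p = 0.205. Splicing usage was not analysed here.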

Taken together, these observations suggest that LSD treatment induces increased plasticity‐like and reduced ageing‐like entropy.

**FIGURE 3:**
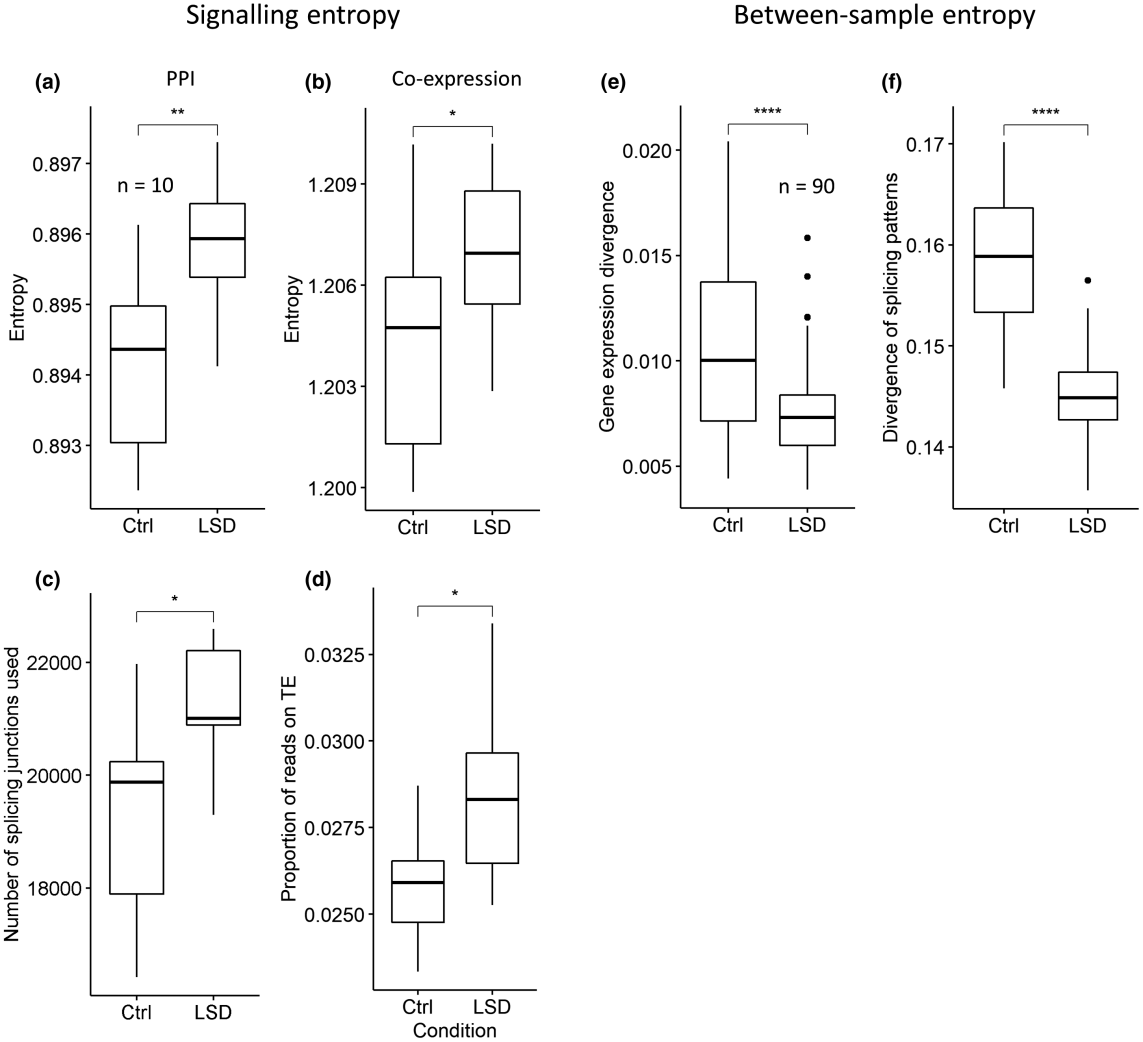
Signalling entropy increases in the LSD condition, while between‐sample entropy decreases. (a) Signalling entropy based on the PPI network; (b) signalling entropy based on the co‐expression network; (c) signalling diversification quantified as the number of different splicing junction used in each sample or (d) from the proportion of reads in each library mapping to transposable elements. (a–d *n* = 10, number of rats per treatment group). Between‐sample entropy measured from the correlation between samples using (e) gene expression or (f) splicing junction usage. (e–f *n* = 90, number of pairwise correlations between individual rats) Significance is obtained with the Wilcoxon rank sum test. *0.05, **0.01, ***0.001, ****0.0001

### 3.3 Co‐expression networks reorganise toward a less centralised topology

We next studied which nodes most strongly contribute to the overall signalling entropy increase, ranking the genes based on their average entropy change between the LSD and saline conditions. Performing a GSEA analysis on the ranked gene list, RNA processing and splicing, chromosome organisation, DNA repair, cell cycle, extracellular matrix, and chromosome organisation resulted as significantly enriched amongst the genes with the highest increase in entropy. 

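Gene families fixed by symbol were used in place of the gene sets of the GSEA. The mean local entropy over all network genes was 7.9414 ± 0.0044 (SD, n = 10) in LSD-treated rats and 7.9362 ± 0.0058 (SD, n = 10) in controls (exact two-sided rank sum test, p = 0.0288), so that a rise in one family is to be read against this general rise of 0.00521. Splicing factors rose by 0.00361, from 7.9583 ± 0.0057 (SD, n = 10) in controls to 7.9619 ± 0.0051 (SD, n = 10), chromatin modifiers by 0.00420 and extracellular matrix genes by 0.0107. None of the 8 families passed the threshold, each with an adjusted p of 0.190 in exact rank sum tests. With the replicate block, 6 of the 8 did, including splicing factors and chromatin modifiers (adjusted p = 0.00781 each) but not extracellular matrix genes (adjusted p = 0.156, exact sign-flip tests), and these tests are against no change. Relative to all genes in the same rat, a comparison chosen after the data were seen, splicing factors fell by 0.00161 (adjusted p = 0.284), chromatin modifiers fell by 0.00102 (adjusted p = 0.420) and extracellular matrix genes rose by 0.00547 (adjusted p = 0.721, exact rank sum tests). In this comparison with the replicate block, only chromatin modifiers passed the threshold, with the fall (adjusted p = 0.0469, exact sign-flip test). DNA repair and cell cycle genes were not analysed here.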

Of note, increased entropy in genes regulating RNA processing and splicing could explain the larger set of splicing junctions detected in the LSD treatment group. Interestingly, the genes with altered splicing patterns are enriched for genes regulated by the splicing factor Nova.

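Connectivity was computed for the 16605 filtered genes as the weighted degree in a signed adjacency with power 12, from the 10 LSD-treated rats and from the 10 controls apart. The median log2 degree was 8.15 in the LSD group and 8.45 in the saline group, a difference of -0.29, and 58.0% of the genes had a lower degree in LSD. Genes are not independent replicates, so the rats were regrouped: of 100 splits of the 20 rats that part all pairs with the same number, the real one included, 47 gave a difference as large in either direction. The SD of the difference over the other splits was 0.30. It kept its sign with each rat left out, between -0.59 and -0.03, and was -0.14 with power 6 and -0.41 at equal depth.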

In line with an increase in entropy, the overall connectivity of the co‐expression network decreases (Figure 4a), as previously shown for cancer networks (Schramm et al., 2010). 

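Of the 17 modules, 12 had a lower median intramodular connectivity in the LSD group, and all 6 modules with different eigengenes were among them. In module 4 the median fell from 107.5 in the saline group to 31.8 in the LSD group, with a median log2 ratio over its genes of -1.77, and in module 8 from 90.9 to 31.1, with a median log2 ratio of -1.37. Higher medians were found in module 7, with 939 genes (median log2 ratio 0.44), module 12, with 253 (0.42), module 13, with 172 (1.52), module 14, with 114 (3.22), and module 17, with 47 (0.01). Module 7 held 43 of 84 extracellular matrix genes (5.10 by chance, adjusted p = 2.58e-28, one-sided Fisher's exact test) and module 14 held 20 of 39 microglial and immune genes (0.287 by chance, adjusted p = 4.38e-31). In 37 of 100 splits of the rats, as many or more modules moved in one direction. The rise in module 14 may rest on LSD rat 3, whose eigengene there was 0.848, against at most 0.195 in the other LSD-treated rats.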

Interestingly, not all modules rearrange their connections in the same way: despite most modules decreasing their co‐expression in the LSD‐treated group, indicating a de‐centralisation of the network, three display increased intramodular connectivity, indicating a tighter regulation of corresponding functions (Figure 4b). 

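Across the genes of a module, intramodular connectivity in all rats was compared with the change in connectivity between the saline and LSD groups. Pearson's r was negative in 11 of the 17 modules, with -0.80 in module 4, -0.71 in module 8 and -0.65 in module 3. It was positive in all 5 modules with a higher median connectivity in LSD, with 0.77 in module 14, 0.71 in module 13, 0.32 in module 7, 0.15 in module 12 and 0.10 in module 17, and also in module 16, with 0.07. These correlations are across genes, which are not independent replicates. In 55 of 100 splits of the rats, as many or more modules shared one sign. The value in module 14 may also rest on LSD rat 3.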

For the same three modules, the nodes that increase co‐expression connections tend to be the most central, while for the remaining modules we observe the opposite trend (Figure 4c, d). Accordingly, in most modules entropy increases more strongly for peripheral nodes, and only a few modules make an exception (Figure 4d). 

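The change in local entropy correlated negatively with intramodular connectivity across the genes of 14 of the 17 modules, with r from -0.64 in module 14 to -0.11 in module 10. The exceptions were module 7, with r = 0.56, module 11, with 0.21, and module 13, with 0.01. In 31 of 100 splits of the rats, as many or more modules had correlations of one sign.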

Of these, the “mesenchyme development” module shows coherent correlation sign between centrality and change in connectivity/entropy. This indicates that for most modules the nodes increasing signalling connections, reflecting on both entropy and intramodular weighted degree, are the most peripheral in the module, while hubs tend to lose connections. 

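Module 7, in which extracellular matrix genes were enriched, was one such case in the rebuilt network, with positive correlations of centrality with the change in connectivity and in entropy. Module 13 was the other one, with a correlation of 0.00500 for entropy.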

Intriguingly, the modules showing strong opposite trends, and therefore increasing the compactness and centralisation of the network, are enriched for mesenchyme development, regulation of immune system and extracellular matrix, categories that could reflect microenvironmental reorganisation, and suggesting that different cell types might be affected by prolonged LSD treatment in different ways.

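Of these categories, extracellular matrix and immune genes were scored, neither of which passed the threshold in expression, and mesenchyme development was not analysed here. Extracellular matrix genes had a mean log2 expression of 3.52 ± 0.23 (SD, n = 10) in LSD-treated rats and 3.55 ± 0.26 (SD, n = 10) in controls (adjusted p = 1.00, exact two-sided rank sum test; 0.940 with the replicate block, exact sign-flip test). The direction of this difference reversed to 0.01 with scaling by total counts, which shifted all genes upwards. Microglial and immune genes had 3.90 ± 0.22 (SD, n = 10) and 3.90 ± 0.11 (SD, n = 10) (adjusted p = 0.449, exact rank sum test; 0.998 with the replicate block, exact sign-flip test). The SD of the immune genes in the LSD group rests on rat 3, with 4.48 against 3.76 to 3.96 in the other LSD-treated rats, and the eigengene of module 14 was 0.848 in this rat and at most 0.195 in the others.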

**FIGURE 4:**
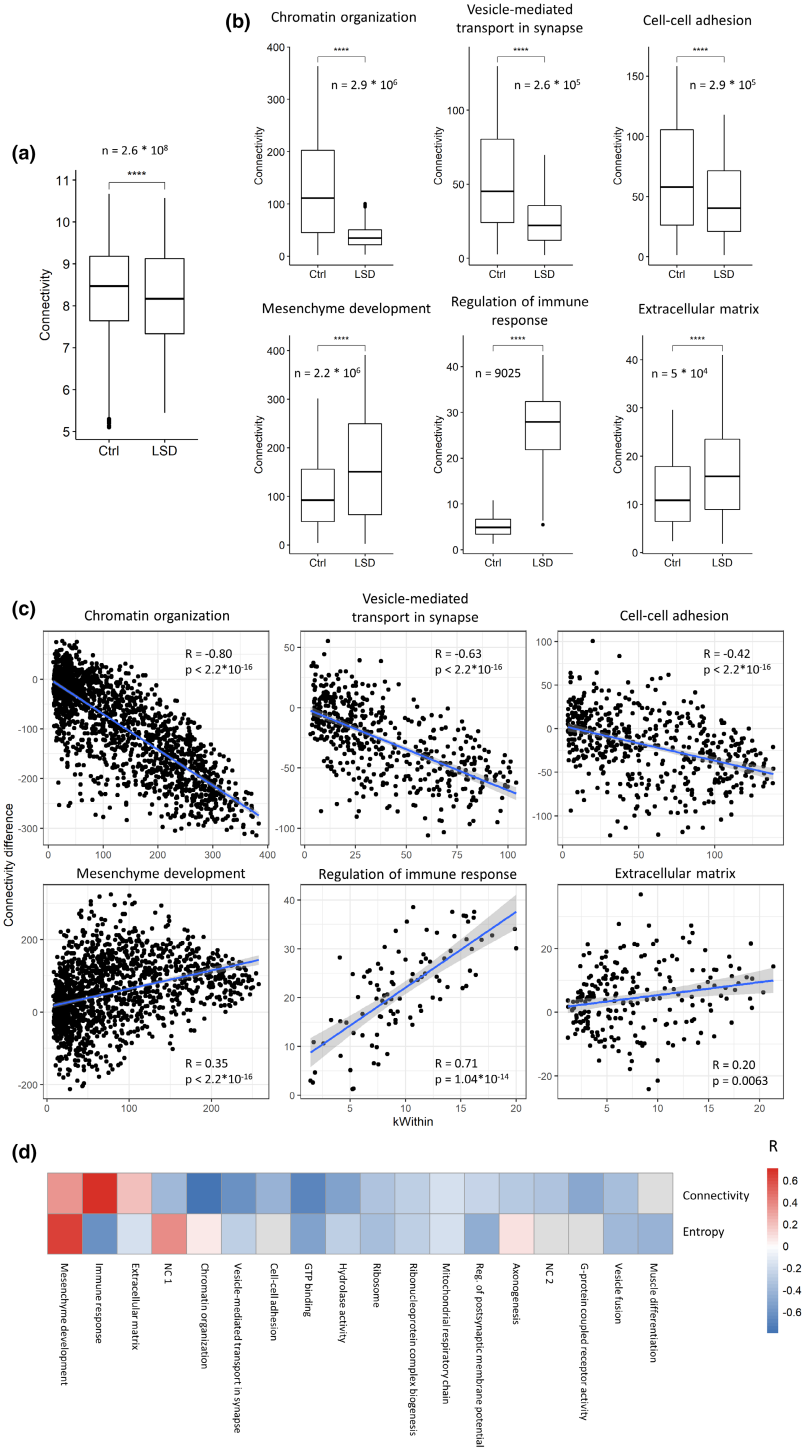
Different modules differently reorganise their structure upon LSD. (a) The overall network connectivity decreases in the LSD condition (*n* = 2.6 * 10^8^, number of genes’ pairwise correlations per treatment group); (b) connectivity changes in the LSD‐induced modules and in three additional modules showing opposite trend (*n* = number of genes’ pairwise correlations per module per treatment group); (c) Gene‐wise relationship between change in connectivity and network centrality, measured as the intramodular connectivity (kWIthin). Together with each scatter plot, Pearson's correlations and p‐values are reported. (d) Heatmap summarising the correlation between node's centrality and connectivity change (first row) or entropy change (second row) for each module. Red indicates positive and blue indicates negative correlation. Non‐significant correlations are shown in grey

### 3.4 Persisting effects of repeated treatment resemble the transient effects of a single treatment

To explore the temporal dynamics of the transcriptional changes that we observe in chronically treated rats, we took advantage of two additional transcriptomic datasets, analysing PFCs from rat brains harvested 90 min after an acute administration of LSD (Nichols & Sanders‐Bush, 2004), or neurons isolated from the PFC of mice after 24 h, 48 h or 7 days of DOI administration (de la Fuente Revenga et al., 2021).

We envisioned at least two possible temporal dynamics: in the first model, psychedelics induce the well‐established transcriptional changes in neuroplasticity genes without immediately affecting the organisation of co‐expression modules nor transcriptional complexity, exerting this effect only after repeated treatments; in a second model, the network changes that we detect are induced acutely, and potentially show different post‐treatment dynamics in the case of single or multiple treatments.

Therefore, we tested whether our findings could be replicated in the two aforementioned single‐dose datasets. Co‐expression modules increasing in expression with chronic LSD treatment are strongly over‐expressed also after a single treatment with DOI and return to the baseline at 7 days (Figure S2). Additionally, the potential transcriptional regulator of the “vesicle transport” module, Tcf4, shows the same trend upon DOI treatment (Figure S3a). Modules down‐regulated upon chronic LSD treatment do not show a clear pattern, with only a slight trend toward down‐regulation at 24h and 48h of the GTP‐binding module (Figure S2). This suggests that, while the first three groups of genes are induced by acute treatment and require multiple administrations for sustained expression, the last three modules are repressed only upon chronic treatment. No significant differences could be detected in the microarray of LSD’s acute effects, possibly related to the small sample size (*N* = 3), to differences in the technologies, or to the smaller number of genes analysed in the array with respect to genome‐wide RNA‐seq (Figures S3b, S4). Nevertheless, we cannot exclude the lack of differential expression being because of differences in the biological system.

Similarly, we tested the change in signalling entropy: entropy is significantly increased by DOI at 24 h after treatment, returning to baseline at 7 days (Figure 5a), while in the LSD dataset we observed a trend towards increased signalling entropy in the treated group (Figure 5b), which nevertheless did not reach significance, likely because of the small sample size. Unfortunately, the small number of samples in the two additional datasets did not allow to have a reliable measure of between‐sample entropy.

**FIGURE 5:**
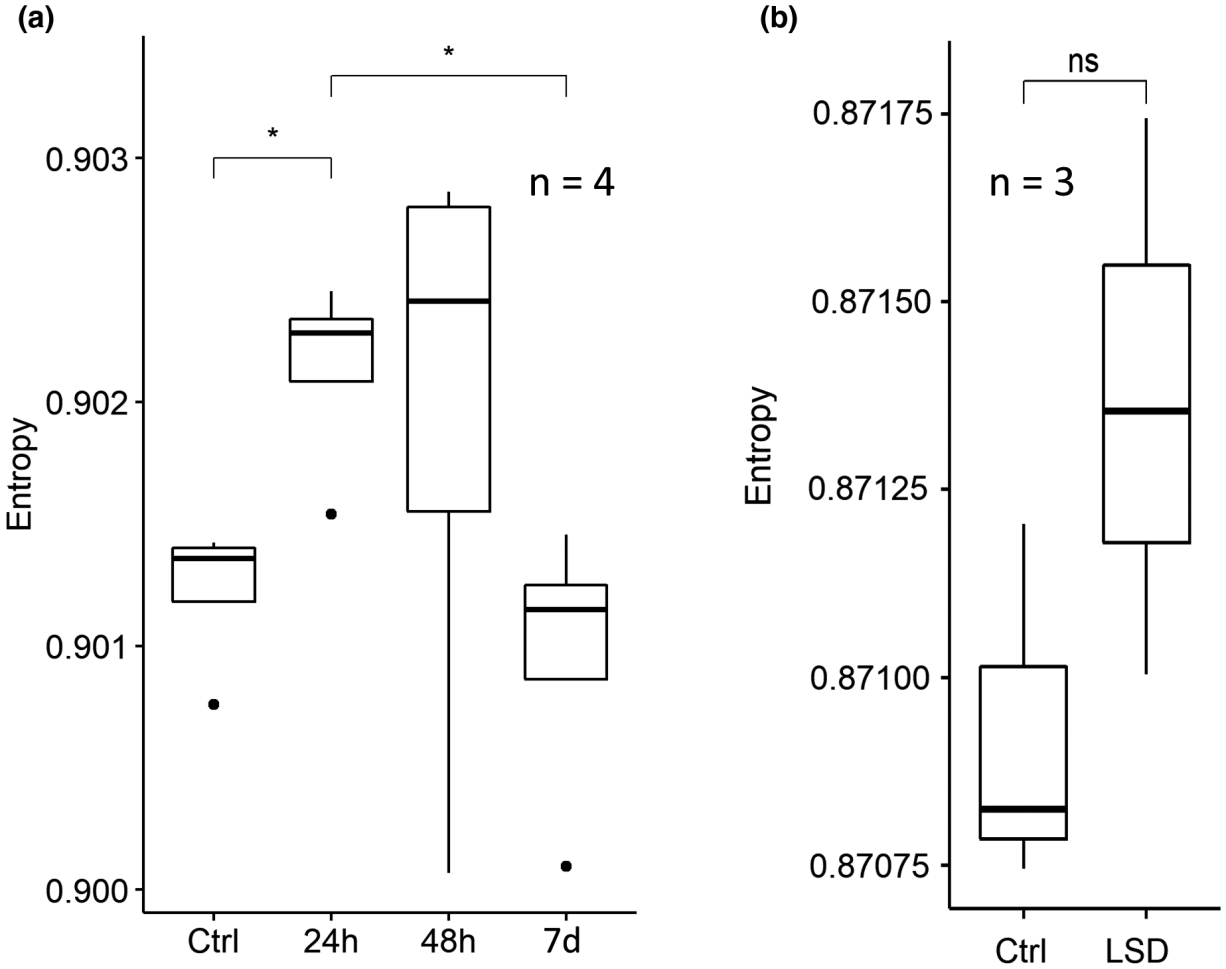
Signalling entropy transiently increase upon a single psychedelic's administration. (a) Signalling entropy of mice's PFC neurons at different time points after a single DOI’s administration (*n* = 4, number of mice per group); (b) Signalling entropy in rat's PFC 90 min after LSD treatment (*n* = 3, number of samples per group, each comprising two pooled rats’ PFCs). Significance is obtained with the Wilcoxon rank sum test. *0.05, ns = not significant

Therefore, these additional datasets do not support the first model: signalling entropy increases acutely even after a single treatment.

## 4 DISCUSSION

Psychedelic drugs are gaining attention from the scientific community as potential new compounds for the treatment of psychiatric diseases such as depression and PTSD (post‐traumatic stress disorder), but also as highways to explore the neurobiology of human consciousness. Also, the psychedelics’ induced alterations in perception and thought processes mimic symptoms of mental disorders such as schizophrenia, and hence they have been employed in animal models to study this disease.

Neuroimaging studies have shown their effects on brain connectivity networks in humans, where they induce the reorganisation of interacting areas leading to diminished activity of the default mode network and to increased variability of the electromagnetic signal, quantified as an increase in the entropy.

The main molecular target has been identified as the serotonin 5‐HT_2A_ receptor. Early studies pointed to an effect on neuroplasticity‐related genes, but an extensive investigation of psychedelics’ induced gene expression changes is still lacking. Nevertheless, gene expression patterns and interactions strongly characterise the functioning of biological systems, implying that behavioural changes are often mediated by alterations in gene expression. The transcriptome, studied through microarray or RNA sequencing, is the most accessible layer of gene expression, and RNA‐seq is increasingly employed to explore the molecular mechanisms implicated in physiological, pathological, and drug‐induced processes.

Analysing RNA‐seq data from prefrontal cortices of rats chronically treated LSD three months after drug discontinuation (e.g. no drug or recent drug on‐board), we observe long‐lasting changes in gene expression, particularly in neuroplasticity and neurotransmission genes, in line with previous reports, but also in circadian rhythm and, importantly, in epigenetic modifiers. Indeed, Tet1, involved in the erasure of DNA methylation (Wu & Zhang, 2017), increases its expression upon LSD, and the “histone modification” GO category shows strong enrichment for up‐regulated genes. This indicates that repeated psychedelics’ administration affects the epigenetic machinery, thus proposing a mechanism for their long‐term effects. Interestingly, Tet1 is recruited by Egr1 (Early growth response protein (1) (Sun et al., 2019), one of the classic immediate‐early genes which expression is induced by psychedelics (González‐Maeso et al., 2003). Of note, it has been recently shown that a single dose of DOI is able to alter the PFC epigenetic status in mice up to 7 days after administration (de la Fuente Revenga et al., 2021), suggesting that a single exposure is sufficient to induce epigenetic reorganisation.

Applying gene co‐expression network analysis, we confirm these observations identifying modules of tightly connected LSD‐induced genes enriched for chromatin modification, vesicle‐mediated transport in synapse and cell‐cell adhesion. On the other hand, down‐regulated modules are enriched for GTP‐binding, hydrolase activity and ribosome. From the topology of the co‐expression network, we propose Tcf4 as a potential regulator of the up‐regulated “Vesicle transport” module. Notably, Tcf4 regulates neuritogenesis and neuronal migration, and its loss decreases spine density in the cortex and in the hippocampus (Crux et al., 2018).

Importantly, we describe an overall increase in transcriptional/signalling entropy, potentially reflecting an overall increase in available transcriptional states. Intriguingly, transcriptional entropy mirrors, at the molecular level, the increased brain entropy reported through neuroimaging studies in human.

High transcriptional entropy is typical of stem cells, and decreases with differentiation, paralleling cells’ developmental potential. Nevertheless, transcriptional entropy has also been associated with aging, reflecting the disruption of a well‐organised and functional system.

Using multiple metrics, we show that LSD‐induced transcriptional entropy is more reflective of a plastic stem‐like state than an aged state, suggesting the induction of a potentiality‐expansion process with organised and reproducible features.

Indeed, we employ the previously defined metric of “signalling entropy” (Teschendorff & Enver, 2017), based on the number of signalling paths in a protein‐protein interaction or co‐expression network, which we show to increase in the LSD‐treated group. When obtained from a heterogenous population of cells, this measure can be interpreted as a high between‐cell variability, because of the co‐existence of different cell types or functional states (Nijman, 2020), but also as an increased individual‐cell potentiality.

Previous studies have reported increased brain entropy quantified through various measures, each with its assumptions and interpretations, which can be broadly classified into two groups: the variability of the activation signal in a specific brain area, and the variability of between‐areas connectivity. Nevertheless, one element is shared in both groups: the variability of the signal is measured across time. Indeed, this is a fundamental difference with respect to transcriptional entropy, captured in a fixed timeframe. Moreover, despite all of them describing the brain at some level, the objects defining various entropy measures are intrinsically different. Hence, the conclusions that can be driven from the analysis of each metric do not necessarily describe the same phenomenon.

However, we can speculate how different metrics might be related from the biological point of view. Indeed, there have been numerous attempts to link brain connectivity networks and gene networks and define which genes are responsible for specific connectivity patterns (Diez & Sepulcre, 2018; Fornito et al., 2019), despite no similar studies have been performed to formally compare different measures of brain entropy.

Nevertheless, it is possible to envision models of brain functioning where signalling entropy might explain both local and connectivity variability. For example, the signalling entropy indicates the presence of cells with highly heterogeneous functional states, thus likely responding differently to stimuli and hence potentially resulting in variable firing rates. Similarly, this functional variability might lead to higher variability in the connection with other brain regions.

It is important to stress that this interpretative framework is likely simplistic and merely speculative. Still, the parallels that we observe between previously defined brain entropies and signalling entropy indicate that investigating their mechanistic relationships would improve our understanding of brain functioning at different levels and facilitate the interpretation of these measures.

In addition, we imply other players in transcriptional diversification since LSD‐treated rats display re‐activation of transposable elements and increased alternative splicing sites’ usage. In particular, the most reliably alternatively spliced genes are enriched for targets of the Nova splicing factor, known to control the splicing of synaptic proteins (Ule et al., 2005).

Transposable elements (TEs) are a class of repeated DNA sequences with the ability to mobilise and change locations in the genome (Ahmadi et al., 2020). Despite being mostly inactive in somatic cells, efficient transposition was detected in neural progenitor cells and mature neurons (MacIa et al., 2017). They have been reported to be both beneficial and pathological to the organism (Biémont, 2010), and associated with both neurodegenerative and psychiatric diseases and plasticity. For example, in first episode schizophrenia, hypomethylation of HERV‐K locus was reported (Forner et al., 2019), and L1 insertions were found significantly elevated in post‐mortem dorsolateral prefrontal cortex of patients with schizophrenia (Doyle et al., 2017). Nevertheless, they have been proposed to have a fundamental role in promoting evolution and also increasing cells’ variability through the generation of somatic mosaicism (Paquola et al., 2017), creating a greater potential for the adaptation of genetic networks.

Disentangling individual modules’ topological reorganisation, we distinguish two opposite processes: (1) most modules decrease their connectivity paralleling the increased entropy, and redistribute connections towards module's periphery, hence reducing its centralisation (Figure 6a); (2) a few modules increase their overall connectivity and centralisation. Interestingly, the modules increasing connectivity are enriched for GO categories indicative of the involvement of microenvironment: mesenchyme development, regulation of immune response and extracellular matrix. This suggests a potential involvement of non‐neuronal cells in long‐term LSD effects. In particular, mesenchymal stem cells (MSCs) are stem cells found in many adult tissues, including the brain (Appaix, 2014), and can differentiate into neurons (Pavlova et al., 2012; Zeng et al., 2015; Zhao et al., 2015) and glial cells (George et al., 2019) to replace damaged tissues (Dimarino et al., 2013), thus promoting neuroprotection, regeneration and repair (Qu et al., 2008; Thomi et al., 2019). They have immunomodulatory properties, mitigating the inflammation related to stroke or neurological diseases (Feng et al., 2020; Liu et al., 2019; Salari et al., 2020). Interestingly, both mesenchyme‐ and immune‐related modules display similar topological restructuring.

**FIGURE 6:**
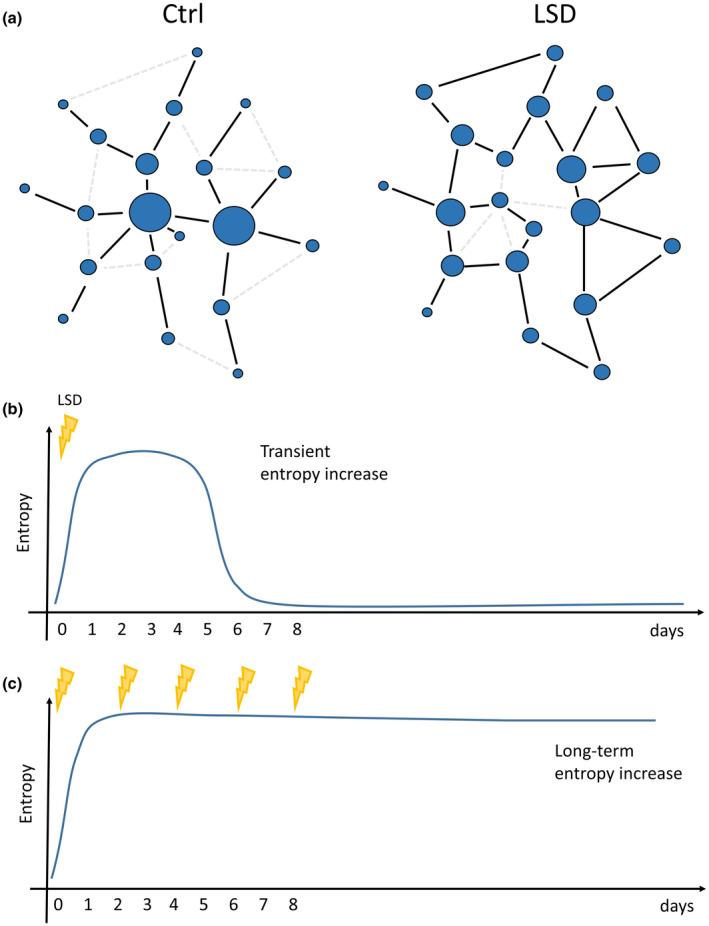
Schematic representations of models of LSD‐induced changes in network organisation. (a) Most gene co‐expression modules reorganise toward a less centralised structure, with central hubs losing connections and peripheral nodes acquiring connections. Overall, the number of available paths across the network increases, resulting in increased signalling entropy. In the proposed model, a single dose of psychedelic drug induces a transient increase in signalling entropy that returns to baseline after 7 days (b), while repeated administrations induce a sustained entropy increase even after discontinuation of the drug (c)

In line with our observations suggesting non‐neuronal populations’ involvement, in particular of the immune system, psychedelics have been shown to exert anti‐inflammatory effects, which led to their proposal as treatments for neurodegenerative diseases such as Alzheimer disease (Vann Jones and O’Kelly 2020; Family et al., 2020; Flanagan & Nichols, 2018).

Finally, we explored the temporal dynamics of co‐expression modules and signalling entropy by comparing our results with other available datasets. We acknowledge that none of these conditions is ideal for our aim since the LSD dataset has been generated with a different platform (Affymetrix U34A), possibly generating technical batch effects, and comprises only three pooled independent replicates of two animals each, limiting the statistical power, while the second utilises a different psychedelic drug, DOI, with non‐perfectly overlapping effects with LSD (González‐Maeso et al., 2003). Another limitation is that the LSD set used rats, while the DOI set mice. Nevertheless, both LSD‐induced modules and signalling entropy display similar trends in PFC neurons upon DOI treatment, increasing at 24 h and returning to background after 7 days. Hence, we propose a model of the transcriptional response to psychedelics where a single dose triggers a transient reorganisation of the gene networks that are sustained at long‐term only after several administrations (Figure 6b).

We hypothesise that the short‐term reorganisation and entropy increase induced by LSD allows for the formation of new synaptic connections and hence novel neuronal networks that can be maintained after the treatment, resulting in the long‐lasting beneficial effects that psychedelics have proven to exert in clinical settings. Frequent and repeated administrations, however, may result in a prolonged increase in the entropy and decentralisation of co‐expression networks that could be reflective of the psychotic‐like state observed in the chronically treated rats. Additional time‐course analyses and different treatment schemes will be needed to test this model.

Signalling entropy increase could be interpreted as increased cell diversity within the same subject (Nijman, 2020), but could also reflect higher individual cells’ potential (Teschendorff & Enver, 2017). With the available data, it is impossible distinguishing between these two mechanisms, for which single cell RNA‐seq experiments would be necessary (Papalexi & Satija, 2018). Indeed, future studies investigating the biological interpretation of signalling entropy and the definition of metrics less prone to alternative readings will be extremely insightful. The indirect activation by LSD of several neuronal cell types has previously been shown (Martin & Nichols, 2016), but how each cell population responds to this class of compounds and how cell heterogeneity is affected remains largely unknown.

Additionally, comparing experiments with different administration schedules showed differences in the persistence of transcriptional rewiring, and additional time‐course experiments with longer time frames will be needed to elucidate the dynamics of gene expression response.

In conclusion, analysing transcriptomic data of LSD‐treated rats, we identify increased signalling entropy paralleling the psychedelics‐induced increase in brain entropy observed at higher levels, identify epigenetic alterations that could explain long‐term effects, and imply alternative splicing, transposable elements’ activity, and the involvement of additional cell components such as the mesenchyme in the mechanism of action of psychedelics.

## CONFLICTS OF INTEREST

The authors declare no conflicts of interest.

## AUTHORS’ CONTRIBUTIONS

Aurora Savino conceived the work, performed the analysis, and wrote the manuscript. Charles Nichols provided the data and wrote the manuscript.

## Supporting information

Supplementary Material Click here for additional data file.

Table S1 Click here for additional data file.

Table S2 Click here for additional data file.

Table S3 Click here for additional data file.

Table S4 Click here for additional data file.

Table S5 Click here for additional data file.

Table S6 Click here for additional data file.

## Data Availability

The data that support the findings of this study are openly available in the Gene Expression Omnibus database at https://www.ncbi.nlm.nih.gov/geo/ (GSE179380).

How the deposited data were processed for this re-analysis (not part of the article)

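RNA from the mPFC of 20 male rats, 10 LSD-treated and 10 saline-treated, was sequenced with 1 library per rat, and each rat's group was taken from its sample label. The authors trimmed the reads with TrimGalore, aligned them to rn6 with Hisat2 and counted them per gene with HTSeq-count, and they deposited the resulting raw counts, with no normalisation and no filter. The paper's text does not name the versions, the gene annotation or the strand setting. The matrix holds 31038 gene symbols, 27 of which have the form of a date, as a spreadsheet writes some symbols; these were kept under the name given. It ends with 5 entries without a name, the number that HTSeq-count appends for reads it does not assign to a gene. Their identity is an assumption, and they entered no gene-level step. No pair of libraries was identical.

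Reads on genes ranged from 11098076 to 25552681 per rat. The precision of each comparison is set by the differences between the 10 rats of a group, and the spread given with each value is an SD over rats. Genes with at least 5 reads in at least 10 samples were kept, as in the paper's methods, which left 16605 genes.

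Differential expression was tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F test after TMM normalisation, with Benjamini-Hochberg adjustment and a threshold of 0.05. Alternatives were DESeq2 1.42.0, median-ratio size factors, scaling by total counts, other filters on low counts, the replicate number as a block, 1 surrogate variable from sva 3.50.0, and each rat left out in turn. The test was checked on simulated counts for 10 rats against 10, where it called 152 of 197 changed genes (77.2%) and 9 unchanged genes among 16483 genes in all. The planted changes were few and larger than most of those named here, with a log2 change of 1 for 94 genes. Genes were also drawn independently of each other. These rates therefore do not describe the power or the error for the smaller changes and correlated genes of the real data. Gene families were defined by symbol, scored in each rat as the mean log2(normalised RPM + 1), and compared by exact two-sided rank sum tests over all 184756 splits of the rats, with adjustment over the 8 families, and by limma 3.58.1's camera test. The replicate block used an exact sign-flip test over 1024 sign patterns of the 10 differences between rats with the same number.

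The span of a gene is the distance between its start and end in the GRCr8 annotation, which had an entry for 89.9% of the kept genes by symbol. For the span correction, each rat's deviation from the mean of all rats in log2(RPM + 1) was taken as the median in each of 50 bins of genes ordered by span. These medians were smoothed by a mean over 5 bins, and the resulting curve was used as an offset. The rats of both groups were fitted together, so the curve also takes out any effect of LSD that goes with span. The curve includes each rat's shift over all genes, which TMM removes as well, so in edgeR and for the family scores the correction was also run with centred offsets, from which each rat's median over genes was subtracted. Neither GC content nor transcript length was used here, and span on GRCr8 stands in for the genes of rn6.

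The co-expression network was written again in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, since WGCNA was not used here. It takes a signed adjacency with power 12, the signed topological overlap, average linkage, a hybrid tree cut after its published description with deep split 2 and at least 20 genes per module, removal of genes with a correlation under 0.3 to their eigengene, and merging of modules at height 0.15. The paper's text gives the power and the signed type, and the remaining settings are WGCNA's usual ones. On simulated data with 4 planted modules, all genes of each planted module fell into 1 module, but unrelated genes joined them, so that planted genes made up between 42.6% and 77.3% of a module. Connectivity within a group used the 10 rats of that group alone. The entropy rate and local entropy were written again after SCENT's formula. Reads were drawn down to 11098076 per rat for comparisons at equal depth.

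Genes named in the text are those the paper names for these rats or discusses with them, 7 core clock genes, the 5 genes with the smallest p-value in each direction among those past the threshold, and the gene with the highest intramodular connectivity in the modules of *Tcf4* and *Arnt*. This rule, the comparisons, the main settings, the 8 gene families and the alternatives were set before the data were examined, except for the span correction, the draw of reads for differential expression, the filter of more than 5 reads, TMM values for the local entropy of families, their local entropy relative to all genes, and the replicate block for divergence and for the alternatives of the entropy rate, which were added afterwards. So were the hub correlation with log2 ratios and the tests of exchanged rats, of TMM scaling as a cause of the higher entropy and of library size for the order by replicate number. The lists of synaptic vesicle, cell adhesion and GTPase genes were also written afterwards. For the genes called, the splits that part all pairs replaced splits without this restriction, after the latter had been run. The protein interaction network, splicing junctions, transposable elements, Gene Ontology, ChEA and the acute and mouse datasets were not analysed here.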

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

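The tests in this part were chosen before their results were seen. In each measure and group of 10 rats, the highest and the lowest rat were compared with the others, and 14 groups had a rat farther off than a limit that chance passes in about 5% of groups, where chance alone gives 6.2 such groups.

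In LSD rat 3, the mean log2 expression of microglial and immune genes was 4.48, against 3.76 to 3.96 in the other LSD-treated rats. Their mean local entropy was 7.868 in this rat, against 7.935 to 7.960, and the eigengene of module 14, which is enriched for these genes, was 0.848, against -0.240 to 0.195. These 3 values describe the same genes and are not independent. The difference between LSD-treated rats and controls in the expression of immune genes was 0.000725 with all rats and -0.0639 without this one, and it changed its sign in 9 of the 20 fits that each left out one rat. Its 20374594 reads on genes lie within the range of the group, which speaks against depth. An infection, blood cells or other tissue in the sample were not tested, and as the LSD group holds this single case, no biological explanation was tested either.

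Saline rat 9 had an eigengene of 0.681 in module 5, against -0.0891 to 0.302 in the other controls, and of -0.782 in module 8, against -0.202 to 0.0569. *Clock* was at 45.5 normalised RPM in this rat, against 57.8 to 71.7. The same rat had the lowest expression of long genes relative to short ones, with a log2 difference of -0.359. Without it the difference in connectivity was -0.36, where the smaller group raises correlations by chance, and the divergence had p = 0.220 in the exact permutation test, a result that did not pass the threshold with it either, so neither value clears or implicates this rat. A difference in RNA quality could not be examined from the counts.

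For the other values no explanation was tested, and LSD rat 10 and saline rat 1 each have 2 of them. LSD rat 1 had an eigengene of -0.0250 in module 4, against 0.122 to 0.269 in the other LSD-treated rats, and LSD rat 10 had -0.308 in module 10, against 0.0227 to 0.297. Saline rat 1 had an eigengene of -0.625 in module 17, against -0.169 to 0.276 in the other controls, and 12.1 normalised RPM of *Bdnf*, against 14.8 to 17.8. *Tet1* was at 3.48 normalised RPM in LSD rat 10, against 2.32 to 2.89, and *Tsga10* at 10.8 in LSD rat 7, against 7.90 to 9.36. Among the controls, *Per1* was at 186.2 normalised RPM in rat 8, against 76.4 to 132.8, and *Nr1d1* at 117.3 in rat 2, against 187.6 to 235.9. The time of day of each dissection is not given by the labels.

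The first of the 5 unnamed entries, which the paper does not report on, held 10.9% of the reads in LSD-treated rats and 10.3% in controls (exact two-sided rank sum test, p = 0.0232). In the usual order of HTSeq-count this entry counts reads outside annotated genes, which is an assumption here. The second and the fifth entry were lower in LSD-treated rats (p = 0.00520 each, exact rank sum tests), and all 3 entries are shares of the same totals. A rat's share in the first entry was compared with its expression of long genes relative to short ones, and Pearson's r was 0.56 within the controls (permutation p = 0.0970) and 0.57 within the LSD-treated rats (permutation p = 0.0865). The relation thus did not reach a p of 0.05 in both groups, as was required for this entry to account for the difference in gene span, and it is not excluded. Neither the difference between the groups nor its relation to LSD was tested further.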

How the results depend on the processing

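The alternatives for gene span, the draw of reads in the edgeR comparison, the filter of more than 5 reads, TMM values for the local entropy of families, their local entropy relative to all genes and the replicate block for divergence and for the alternatives of the entropy rate were chosen after seeing the data. The correction for GC content and transcript length, alone and with the replicate block, was not run, since gene span was the property at hand. Scaling by total counts for the local entropy of families is the scaling already used and gives no separate value. The causes of the changes below were not tested unless a value is given under the other observations.

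For the genes called, 410 were higher in LSD after the span correction, 584 with the span correction and the replicate block, and 558 after the span correction with centred offsets. With scaling by total counts 858 genes were lower, and without a filter on low counts 836. With each rat left out, the 20 fits gave from 659 to 1681 genes higher and from 907 to 1867 lower. *Bdnf* and *Tet1* kept their direction and their side of the threshold in all alternatives run. *Arnt*, at -0.01, reversed to 0.0350 with scaling by total counts, 0.00552 without a filter, 0.00138 with the replicate block and 0.0441 with 1 surrogate variable, and lay from -0.0638 to 0.0255 with each rat left out. *Nova1* reversed to -0.0301 after the span correction and -0.0302 with the replicate block as well, to -0.00185 and -0.00138 with centred offsets, and *Nova2* to 0.0874 with 1 surrogate variable. Among single genes, 9 other values passed the threshold only under an alternative, and 7 passed it only without one.

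Under the span correction the clock family's difference fell to 0.0615 (adjusted p = 0.381), and those of chromatin modifiers and immune genes reversed to -0.0238 and -0.00739. With centred offsets, all 8 families kept their direction and their side of the threshold, with 0.0904 for the clock family (adjusted p = 0.00260) and 0.00514 for chromatin modifiers, so these changes depend on each rat's shift over all genes. Limma's camera test did not call the clock genes (median log2 fold change 0.10, adjusted p = 0.430) and placed the immune genes lower (median 0.00995). Scaling by total counts brought chromatin modifiers (0.0958) and plasticity genes (0.196) past the threshold and reversed extracellular matrix genes to 0.0144, while it moved the median log2 fold change of all genes from 0.00220 to 0.0472, so these crossings follow a shift of all genes. With each rat left out, extracellular matrix genes ranged from -0.0593 to 0.0253 and immune genes from -0.0639 to 0.0186. With the replicate block, plasticity genes (0.151) and splicing factors (0.0604) passed the threshold. So did the local entropy of oxidative phosphorylation (0.00424), ribosomal (0.00539), clock (0.00423), chromatin (0.00420), plasticity (0.00367) and splicing (0.00361) genes. Relative to all genes, with and without the block, local entropy was lower for oxidative phosphorylation (-0.000974), clock (-0.000986), chromatin (-0.00102), plasticity (-0.00154), splicing (-0.00161) and immune (-0.00232) genes. With the block the fall of chromatin genes passed the threshold (adjusted p = 0.0469, exact sign-flip test). The fall of immune genes may rest on LSD rat 3, with 7.868 against 7.935 to 7.960 in the other LSD-treated rats. With each rat left out, the rise of immune genes ranged from 0.000837 to 0.0110, below and above that of all genes with all rats.

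In exact rank sum tests, the difference in entropy rate did not pass the threshold with an offset of 2 (0.00229, p = 0.0524). Nor did it with a network from the saline rats alone (0.00205, p = 0.190) or power 6 (0.00160, p = 0.105). TMM-normalised RPM with a network rebuilt from them (0.000329, p = 0.280) did not bring it past either. The same held for the span correction on the unchanged network (0.00246, p = 0.0524, all by exact rank sum tests). Under the replicate block the same alternatives passed it, with p = 0.0137 for the offset of 2, 0.00391 for power 6, 0.0410 for TMM-normalised RPM and 0.0137 for the span correction on the unchanged network, except the network from the saline rats (0.00205, p = 0.0508, exact sign-flip tests). The rate's difference was positive in every alternative run, and from 0.00243 to 0.00359 with each rat left out, where 12 of the 20 fits had a p of 0.05 or more. The difference in genes detected at equal depth passed the threshold within the filtered genes (17.6) and with the replicate block (158.6), and was from 122.3 to 191.7 with each rat left out. The depth limits this result to the 11098076 reads of the smallest library. Divergence was lower in LSD-treated rats and had a p over 0.05 in every alternative run, 0.205 with the replicate block among them (exact exchange of labels within pairs).

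With a merge height of 0.25, the network had 11 modules, 3 of them differential, and hubs lost connections in 7 and peripheral genes gained entropy in 9. Power 6 also gave 9 modules for the latter. After the span correction, hubs lost connections in 17 of 23 modules and peripheral genes gained entropy in 13, and with TMM-normalised RPM these numbers were 16 and 15 of 23. In both, peripheral genes gained entropy in 4 of the 7 differential modules. The difference in connectivity was negative in every alternative run and ranged from -0.591 to -0.0274 with each rat left out, and groups of 9 rats have higher correlations by chance than groups of 10.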

Differences from the paper's values

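The number of modules with a higher intramodular connectivity in the LSD group is 3 in the paper and was 5 here. Of the alternatives set before the data were examined, a merge height of 0.25 gave 3 modules, power 6 gave 3 and a minimum module size of 50 gave 4, which differ from the paper's number by no more than 1.5 times, and TMM-normalised RPM gave 7, which does not close the gap.

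The paper reports equal numbers of differential modules with higher and lower activity, where 4 were higher and 2 lower here. A minimum module size of 50 and TMM-normalised RPM each gave 4 higher and 3 lower, power 6 gave 2 and 4, and a merge height of 0.25 gave 1 and 2. The paper finds no biological process enriched in the modules with lower activity, whereas module 5, lower here, held 34 of 79 genes of oxidative phosphorylation from a list made by symbol. Module 2, which did not differ, held 28 of them. With the replicate block, module 5 did not pass the threshold (adjusted p = 0.0830), so its contrast with the paper depends on this setting. Module 3 stayed lower with the block (adjusted p = 0.0166). Among the higher modules, module 10 did not pass with it (adjusted p = 0.141) and module 12 did (adjusted p = 0.0199, exact sign-flip tests).

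The paper reports a lower between-sample entropy in LSD-treated rats, tested over pairs of rats. The mean divergence was lower here as well, but with rats as the units it did not pass the threshold (exact permutation p = 0.130), nor when labels were exchanged within pairs with the same number (exact p = 0.205), and no other alternative brought it past the threshold. The paper reports a lower overall connectivity in the LSD group, tested over pairs of genes. The direction was the same here, with a difference of -0.29 in median log2 degree, and 47 of 100 splits of the rats gave a difference as large.

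For the genes with the highest increase in entropy, the paper reports enrichment of splicing, chromosome organisation and extracellular matrix genes. None of these families passed the threshold here when rats were the units (adjusted p = 0.190 each, exact rank sum tests). With the replicate block, splicing factors and chromatin modifiers passed it against no change (adjusted p = 0.00781 each, exact sign-flip tests), as 6 of the 8 families did, while all genes rose by 0.00521. Relative to all genes, chosen after the data were seen, splicing factors fell by 0.00161, chromatin modifiers fell by 0.00102, and extracellular matrix genes were higher by 0.00547 without passing the threshold (adjusted p = 0.721, exact rank sum test).

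The paper reports enrichment of up-regulated genes for plasticity and chromatin modification, and of down-regulated genes for oxidative phosphorylation. Enrichment among the called genes was not tested here, and a mean score per rat is another measure that does not contradict it. The lists held 21 up-regulated and 1 down-regulated of 67 plasticity genes, and 11 and 6 of 91 chromatin modifiers. Of 81 genes of oxidative phosphorylation, 26 were down-regulated and none up-regulated. As mean scores per rat, none of these 3 families passed the threshold in the comparison set as the main one (adjusted p = 0.115, 0.126 and 0.143, exact rank sum tests). Plasticity genes passed it with the replicate block (adjusted p = 0.0313, exact sign-flip test) and with scaling by total counts (adjusted p = 0.0139, exact rank sum test), chromatin modifiers with scaling by total counts (adjusted p = 0.00836, exact rank sum test), and oxidative phosphorylation under none of the settings run. Scaling by total counts raised the median log2 fold change of all genes to 0.0472, so its 2 crossings are not specific to these families.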

Other observations

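The tests of the exchanged rats, of TMM scaling for the entropy rate and of library size for the order by replicate number were chosen only after the result was seen.

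Of 100 splits of the 20 rats drawn from the 512 that part all 10 pairs with the same number, the real one included, 2 gave as many genes with an adjusted p-value under 0.05. The other splits exchange the LSD and saline rat of at least 1 number. Of the 99 others, 96 called no gene, with a median of 583 genes at an unadjusted p under 0.05, against 5111 in the real split. Splits that need not part the pairs had been run first. They called no gene and were replaced by those that do. At equal depth, 2297 genes were called, so the larger number of reads in the LSD group does not by itself account for the count. The span correction kept 50.97% of the 2466 genes called without it among genes with a known span, which is just above the 50% set as the limit. It kept 382 of 1082 up-regulated genes (35.3%) and 875 of 1384 down-regulated genes (63.2%), but it also moved the median log2 fold change from -0.00131 to -0.0404, and with it genes of all spans. With centred offsets, where the median was -0.0123, 53.6% of the calls were kept, with 501 of the up-regulated (46.3%) and 820 of the down-regulated genes (59.2%). Part of the loss of up-regulated calls was therefore due to the shift and not to span, and gene span does not account for all calls in either form. Since the correction also removes any effect of LSD that goes with span, the lost calls are not shown to lack such an effect.

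Long genes were higher and short genes lower in LSD-treated rats. Among the 3733 shortest genes by span, 49 were up-regulated and 680 down-regulated, and among the 3732 longest genes 602 and 97. The difference between long and short genes, on the log2 scale and relative to all rats, was 0.08 ± 0.03 (SD, n = 10) in LSD-treated rats and -0.08 ± 0.12 (SD, n = 10) in controls (exact two-sided rank sum test, p = 4.33e-05), and all 10 LSD-treated rats were above the median of the controls. Across the rats of a group, Pearson's r between this difference and the share of reads in the first unnamed entry was 0.56 in controls (permutation p = 0.0970, adjusted p = 0.115 over 4 relations) and 0.57 in LSD-treated rats (permutation p = 0.0865, adjusted p = 0.115). Spearman's rho was 0.81 in controls (permutation p = 0.00701, adjusted p = 0.0280) and 0.54 in LSD-treated rats (permutation p = 0.115). Without the 2 rats farthest from the median share, r was 0.44 and 0.41. The share was not shown to account for the difference. RNA quality, GC content and transcript length were not tested, so the difference between long and short genes cannot be called an effect of LSD, nor excluded as one.

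The other split with as many calls, 2512 genes, exchanged the group labels of the rats numbered 2. Each rat was therefore scored on 500 genes that separate the rats with the other numbers, with positive values on the side of the LSD group. LSD rat 2 scored 0.737, on the LSD side, which speaks against an exchange of the pair. Saline rat 2 scored 0.643 and saline rat 10 scored 0.416, both on the LSD side, and LSD rat 1 scored -0.232, on the saline side. Without saline rat 2, 1681 genes were up-regulated and 1867 down-regulated, the most of the 20 fits that each left out one rat. This goes with its score on the LSD side but does not show the reason for it. A wrong label of saline rat 2 alone was not tested, and these values do not exclude it.

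The higher entropy rate of LSD-treated rats passed the threshold at equal depth (p = 0.0433), and after the span correction with a rebuilt network (p = 0.0355), but not with the span correction on the unchanged network (p = 0.0524, exact rank sum tests). The last of these kept 0.00246 of the difference of 0.00291. With TMM-normalised RPM the difference was 0.000329 and did not pass the threshold (p = 0.280, exact rank sum test). When the replicate block was added, after the data were seen, p was 0.00977 and 0.0137 for the 2 span corrections and 0.0410 for TMM-normalised RPM, with 9 of 10 pairs higher in LSD in each (exact sign-flip tests). Without the block, higher entropy thus cannot be told apart from the scaling to total reads. The network was rebuilt from the TMM-normalised values as well, and the rate with these values on the unchanged network is not given here. How much of the fall is due to the scaling and how much to the network is therefore not known. The 0.00246 kept of 0.00291 argues against gene span as the whole account of the difference. So does the rebuilt network (p = 0.0355, exact rank sum test), although the unchanged network did not pass without the block (p = 0.0524). With the block, each span correction passed the threshold. These blocked p-values speak to the direction within pairs and not to the size of the difference, which with TMM-normalised RPM was small, as was the SD among the controls (0.000676, against 0.00349 with RPM).

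Within the LSD-treated rats, the entropy rate rose with the replicate number (Pearson's r = 0.81, permutation p = 0.00576; Spearman's rho = 0.81, permutation p = 0.00747; adjusted p = 0.0173 and 0.0224 over 6 relations). It did not do so clearly in controls (r = 0.43, permutation p = 0.214; rho = 0.50, permutation p = 0.143). Without the 2 rats farthest from the median number, r was 0.61 in LSD-treated rats and 0.10 in controls. The number of reads also rose with the number in LSD-treated rats (rho = 0.73, permutation p = 0.0208), and at equal depth 100% of the correlation was kept. The number of reads as such therefore does not account for it. Drawing reads leaves the share of each gene nearly unchanged, so a property of the libraries that goes with their size is not excluded. Saline rat 2, with the most reads among the controls (24201351), also had their highest entropy rate, 1.2106. The labels give no batch, and whether the number follows the order of processing is not known.

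For the network, 47 of 100 splits gave a difference in overall connectivity as large as -0.29. As many modules changed connectivity in one direction in 37 splits, as many had hubs that changed in one direction in 55, and as many had peripheral genes whose entropy changed in one direction in 31. These 4 results cannot be told apart from the differences that regrouping the rats gives. The 6 differential modules were reached by the real split alone among the 100, and the other splits had at most 4, with a median of 0. The correlation of centrality with the change in connectivity uses differences, which grow with a gene's connectivity. Across genes, with the change as a log2 ratio instead, chosen after the values were seen, r was -0.42 in module 4, -0.30 in module 8 and -0.22 in module 3, and it stayed negative in 6 of the 11 modules. It changed sign to 0.08 in module 1, 0.09 in module 2, 0.05 in module 5, 0.04 in module 6 and 0.17 in module 11. Without saline rat 9 the difference was -0.36, and since a group of 9 rats has higher correlations by chance, this neither clears nor implicates that rat.

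The lower divergence of LSD-treated rats did not pass the threshold with all rats. Without saline rat 9 the exact permutation p was 0.220, and at equal depth it was 0.209, but as it had not passed with all rats (p = 0.130), these 2 tests say nothing about either cause. Leaving out saline rat 2 gave a higher p, 0.278 (exact permutation test).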
